# Oral Citrate Supplementation Mitigates Age‐Associated Pathologic Intervertebral Disc Calcification in LG/J Mice

**DOI:** 10.1111/acel.14504

**Published:** 2025-02-11

**Authors:** Olivia K. Ottone, Jorge J. Mundo, Boahen N. Kwakye, Amber Slaweski, John A. Collins, Qinglin Wu, Margery A. Connelly, Fatemeh Niaziorimi, Koen van de Wetering, Makarand V. Risbud

**Keywords:** aging, cartilaginous endplates, citrate, disc calcification, ectopic calcification, intervertebral disc, LG/J, potassium citrate

## Abstract

Despite the high prevalence of age‐dependent intervertebral disc calcification, there is a glaring lack of treatment options for this debilitating pathology. We investigated the efficacy of long‐term oral K_3_Citrate supplementation in ameliorating disc calcification in LG/J mice, a model of spontaneous age‐associated disc calcification. K_3_Citrate reduced the incidence of disc calcification without affecting the vertebral bone structure, knee calcification, plasma chemistry, or locomotion in LG/J mice. Notably, a positive effect on grip strength was evident in treated mice. FTIR spectroscopy of the persisting calcified nodules indicated K_3_Citrate did not alter the mineral composition. Mechanistically, activation of an endochondral differentiation in the cartilaginous endplates and nucleus pulposus (NP) compartment contributed to LG/J disc calcification. Importantly, K_3_Citrate reduced calcification incidence by Ca^2+^ chelation throughout the disc while exhibiting a differential effect on NP and endplate cell differentiation. In the NP compartment, K_3_Citrate reduced the NP cell acquisition of a hypertrophic chondrocytic fate, but the pathologic endochondral program was unimpacted in the endplates. Overall, this study for the first time shows the therapeutic potential of oral K_3_Citrate as a systemic intervention strategy to ameliorate disc calcification.

## 1 Introduction

Intervertebral disc degeneration is a heterogeneous pathology linked to chronic low back and neck pain, which are consistently ranked among the leading causes of years lived with disability (US Burden of Disease Collaborators et al. 2018; GBD 2017 Disease and Injury Incidence and Prevalence Collaborators 2018). Among the major phenotypes of disc degeneration, calcification is the least studied and understood (Novais et al. 2024; Zehra et al. 2022). In humans, increased incidence of disc calcification is associated with aging, abnormal loading, and higher grades of degeneration and may occur in the nucleus pulposus (NP), annulus fibrosus (AF), or endplates (EP) of the disc, with or without other disc or spinal pathologies (Chanchairujira et al. 2004; Shao et al. 2016; Hristova et al. 2011; Roberts, Menage, and Eisenstein 1993). With the increasing average human lifespan, age‐associated disc calcification is of particular concern due to its association with pain and restricted range of motion (Chanchairujira et al. 2004; GBD 2021 Demographics Collaborators 2024; Weinberger and Myers 1978).

Studies of human disc tissues and various animal models have shown that similarly to other soft tissues, calcification may be dystrophic or heterotopic in nature (Moore et al. 2016). Dystrophic calcification is characterized by amorphous calcium phosphate not associated with collagen but with a high phosphate‐to‐protein ratio and is thought to be caused by various cellular stressors that may disrupt the calcium‐phosphate balance. By contrast, heterotopic ossification (HO) primarily driven by endochondral processes results in pathologic bone formation (Novais et al. 2024; Mujtaba et al. 2019). Nucleating events for either form of ectopic calcification may include genetic susceptibility; tissue injury; local inflammation; cell death that leads to the release of Ca^2+^; membrane disruption leading to Ca^2+^ release or concentration in the mitochondria; extracellular vesicles; or the disruption of pyrophosphate (PPi) metabolism (Novais et al. 2024; Zehra et al. 2022; Mujtaba et al. 2019; Walsh and Fairley 1995; Ralph et al. 2022).

To date, no widely accepted therapy targeting disc calcification exists. In one clinical report, Boleto et al. demonstrated reductions in ochronosis‐related low back pain and calcium deposition after the patient received the IL‐1ra anakinra (Boleto, Allanore, and Wipff 2020). An area unexplored in the treatment of disc calcification is non‐pharmacological and non‐biologic agents, which have shown efficacy in other pathologic calcification disorders (DiStefano et al. 2022). Notably, in the contexts of vascular and renal calcification, vitamins K and D as well as the chelating agents EDTA and citrate have been shown to reduce dystrophic calcification without affecting tissue architecture (Spronk et al. 2003; Lau et al. 2012; Lei et al. 2013; Ou et al. 2017).

Citrate offers a particularly promising strategy, as a growing body of work demonstrates the importance of citrate in the maintenance of musculoskeletal tissues. For example, in humans, an oral K_3_Citrate supplement improves bone mineral density (BMD), without adverse effects (Pak, Peterson, and Poindexter 2002; Jehle, Hulter, and Krapf 2013). Subsequent studies established that citrate reduces bone loss through the inhibition of osteoclastogenesis (Granchi et al. 2017; Boneski et al. 2022). Moreover, a recent study showed that the citrate transporter SLC13a5 is central to the partitioning of citrate in mineralized tissues and essential to proper bone development (Dirckx et al. 2022). Notably, *ank*/*ank* mice with functionally deficient ANK, an ATP and citrate efflux channel, show extensive pathological mineralization of the spine and major articular joints, indicating a possible contribution of citrate, in addition to PPi, to the regulation of disc calcification (Szeri et al. 2020; Ohnishi et al. 2023). In addition to these beneficial effects on the skeleton, a recent preclinical study suggested that dietary citrate supplementation promotes ketogenesis, leading to improved longevity, metabolic health, and memory (Fan et al. 2021). These studies provide strong evidence of the safety of dietary citrate in multiple contexts, and considering the known ability of citrate to chelate calcium, form the basis of our investigation.

We recently reported LG/J inbred mice as the first mouse model of spontaneous age‐associated disc calcification (Novais et al. 2020). This disc calcification was associated with elevated free calcium and transcriptomic signatures relating to endochondral bone and calcium‐phosphate homeostasis, with parallels to a subset of degenerated human NP tissues (Novais et al. 2020; Kazezian et al. 2015). Of note, LG/J mice are considered super‐healers for their ability to heal injuries to ear and articular cartilage (Blankenhorn et al. 2009; Rai et al. 2012, 2020, 2013). Interestingly, in response to the destabilization of medial meniscus (DMM) injury, young LG/J mice develop robust ectopic calcification of the meniscus and synovium, suggesting calcification as a sequelae of the repair process (Rai et al. 2015). We, therefore, hypothesized that long‐term oral K_3_Citrate supplementation would slow the age‐dependent progression of disc calcification in LG/J mice through calcium chelation and by modifying the differentiation and/or metabolism of mineralizing cells. We discovered that K_3_Citrate supplementation effectively reduces disc calcification as well as attenuates age‐associated meniscal and synovial calcification in LG/J mice. Our results suggest this mitigation occurs through an extracellular process like calcium chelation and altering acquisition of a chondrogenic fate in NP cells, without impacting the reactivation of endochondral differentiation or metabolism in endplate cells. Importantly this is the first study to demonstrate the ability of a widely available dietary supplement to disrupt age‐associated disc calcification, offering a promising glimpse into citrate as a possible therapy.

## 2 Results

### 2.1 Long‐Term K_3_Citrate Supplementation Reduces Age‐Associated Disc Calcification in LG/J Mice Without Adverse Systemic Effects

Between 18 and 23 months of age, LG/J mice develop robust intervertebral disc calcification in the caudal spine, showing a strong dependence of phenotype on spine aging (Novais et al. 2020). To investigate the therapeutic potential of citrate to ameliorate disc calcification, we provided LG/J mice with 80 mM K_3_Citrate through drinking water from 17 months of age (prior to the development of calcification) until euthanasia at 23 months‐of‐age (Figure 1A) (Ou et al. 2017; Robinson et al. 2009). Considering a previous study where male C57BL/6 mice receiving a high‐fat diet and citrate supplementation gained weight at a slower rate and that citrate can alter the taste of drinking water, weekly body mass fluctuations and water consumption were recorded over the course of the experiment, and no differences were observed between control and K_3_Citrate mice (Figure S1A,B) (Fan et al. 2021). In vivo μCT analysis conducted at 22 months of age (Figure 1B), revealed a significant reduction in the incidence of disc calcification in the K_3_Citrate‐treated mice (Figure 1C,D,D′). Notably, behavioral assays evidenced an increase in grip strength, an important metric used to assess frailty in humans (Figure 1E,E′), without any changes in open field test, suggesting maintenance of ambulation in K_3_Citrate mice (Figure 1F,F′) (Dudzińska‐Griszek, Szuster, and Szewieczek 2017).

**FIGURE 1:**
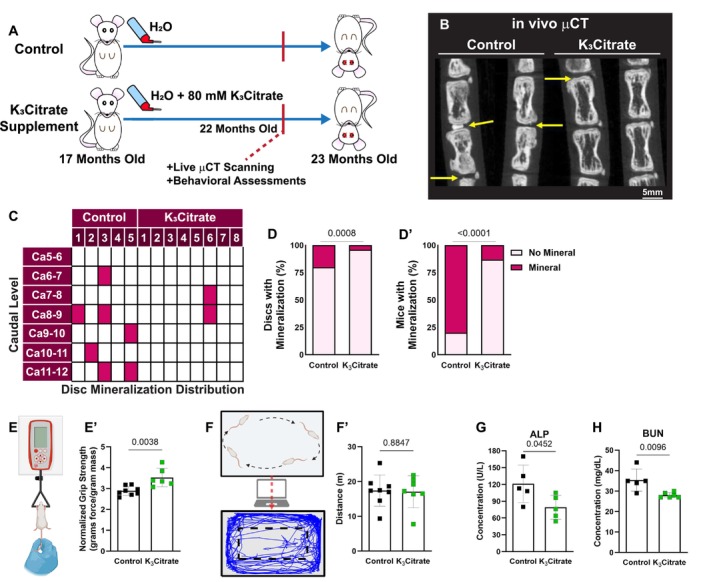
In vivo μCT shows K_3_Citrate supplementation improves ectopic calcification outcomes. (A) LG/J mice in the Control group and K_3_Citrate group received either regular drinking water or water continuously supplemented with 80 mM of K_3_Citrate from 17 months of age until euthanasia at 23 months of age. (B) In vivo μCT demonstrated substantially (C) reduced incidence of disc mineralization, with respect to the (D) proportion of mineralized discs and (D′) proportion of mice with mineralized discs (Control: *N* = 5 mice (2F, 3M); K_3_Citrate: *N* = 8 mice (3F, 5M)). (E–E′) K_3_Citrate mice demonstrated higher grip strength than Controls (Control: 8 mice (4F, 4M); K_3_Citrate: *N* = 6 mice (3F, 3M)). (F–F′) Open field analysis showed no differences in mobility in the K_3_Citrate cohort (Control: *N* = 8 mice (4F, 4M); K_3_Citrate: *N* = 7 mice (3F, 4M)). Slight reductions in plasma Alp (G) and BUN (H) were observed (Control: *N* = 5 mice (1F, 4M); K_3_Citrate: *N* = 5–6 mice (1‐2F, 4)). Data are shown as mean ± SD. Distribution statistics were determined using a *χ* ^2^ test. Behavioral and plasma statistics were determined using an unpaired *t*‐test or Mann–Whitney test, as appropriate.

We then performed plasma analyses to determine the systemic effects of K_3_Citrate supplementation. While the tissue non‐specific alkaline phosphatase (ALP) (Figure 1G) and blood urea nitrogen (BUN) (Figure 1H) were slightly lower in the K_3_Citrate‐treated cohort, they were within physiological ranges reported in mice (Novais et al. 2020; Jiao et al. 2022). Plasma albumin, calcium, chloride, glucose, phosphorus, and the calcification inhibitor fetuin‐A remained unchanged by the treatment (Figure S2A–F). Similarly, the inflammation marker GlycA did not change with K_3_Citrate (Figure S2G). Additionally, indicators of metabolic regulation: protein, total branched‐chain amino acids (BCAA), leucine, isoleucine, valine, alanine, acetoacetate, acetone, total ketone bodies, βhydroxybutyrate, chelatable magnesium (Mg^2+^), citrate, ApoA‐1, ApoB, total triglyceride, total cholesterol, total calibrated low‐density lipoprotein particle (cLDLP), and total calibrated high‐density lipoprotein particle (cHDLP) also remained stable with K_3_Citrate supplementation (Figure S2H–Y). In conclusion, these extensive plasma analyses did not reveal any adverse effects of long‐term K_3_Citrate supplementation.

Following euthanasia at 23 months, ex vivo μCT was conducted to further evaluate calcification nodules and vertebral structure. The 2‐dimensional planar views and 3‐dimensional reconstructions of spinal motion segments showed disc calcification in control and K_3_Citrate cohorts (Figure 2A,A′). While the incidence of disc calcification was higher than observed with in vivo μCT scanning 1 month prior, this is likely a reflection of the progressive pathology and the scanning resolution (see methods), and, showed marked reductions in the proportion of mineralized discs (Figure 2B), size distributions of disc calcification (Figure 2B′), calcification volume (Figure 2C,C′), calcification density (Figure 2D), and disc height (Figure 2E) in K_3_Citrate mice, confirming the efficacy of K_3_Citrate supplementation in reducing disc calcification burden.

**FIGURE 2:**
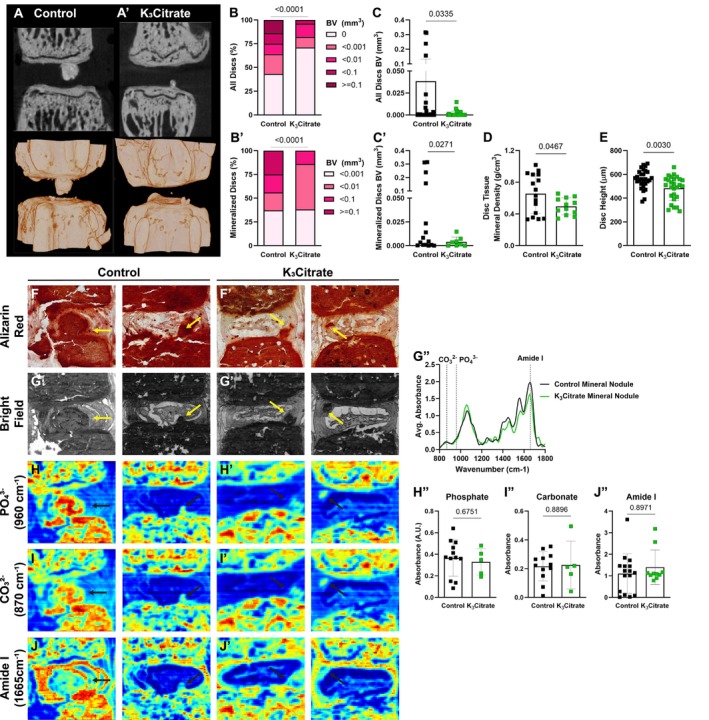
Ex vivo μCT reveals quantitative alterations in mineral nodule incidence of K_3_Citrate mice, without changes to nodule composition. (A–A′) 2‐D images and 3‐D reconstructions show reductions in the (B, C) incidence and (B′, C′) size of disc mineralization in K_3_Citrate‐treated LG/J mice. (D) K_3_Citrate supplementation resulted in lower mineral density in LG/J calcification nodules. (E) Disc height decreased with K_3_Citrate supplementation (Control mice: *N* = 7 mice (2F, 5M); K_3_Citrate mice: *N* = 7 mice (3F, 4M); 2 vertebrae/mouse; 28 discs, 14 vertebrae/treatment). (F–F′) Alizarin red staining shows free calcium in LG/J discs is restricted to mineralized tissues. (G–G′) FTIR bright‐field image scans showing mineral nodules in Control and K_3_Citrate mice and (G″) normalized absorbance spectra reflect the alignment of chemical composition across treatment conditions. (H–J″) Chemical maps of at (H–H″) phosphate (PO_4_^3−^, 960 cm^−1^), (I–I″) carbonate (CO_3_^2−^, 870 cm^−1^), and (J–J″) amide I (1665 cm^−1^) peaks reveal no changes in calcification nodule composition in K_3_Citrate mice (Control mice: *N* = 7 mice (2F, 5M); K_3_Citrate mice: *N* = 7 mice (3F, 4M); 2 discs/mouse, 14 discs/treatment; Ca8–Ca10). Data are shown as mean ± SD. Distribution statistics were determined using a *χ* ^2^ test. Significance was otherwise determined using an unpaired *t*‐test or Mann–Whitney test, as appropriate.

To further examine the mineralized nodules in LG/J discs, Alizarin Red staining was conducted (Figure 2F‐2F′), showing a concurrent abundance of calcium with the presence of mineralized nodules (Novais et al. 2020). Fourier transfer infrared (FTIR) spectroscopy was then used to evaluate if K_3_Citrate impacted the mineral composition. From these scans, bright‐field images (Figure 2G‐2G′) were used to identify mineral nodules in both treatment cohorts, and the averaged spectra (Figure 2G″) were analyzed at absorbance peaks for phosphate (960 cm^−1^) (Figure 2H–2H″), carbonate (870 cm^−1^) (Figure 2I–2I″), and amide I (1665 cm^−1^) (Figure 2J–2J″). For all measured peaks, no differences were observed, as reflected in average absorbance curves for control and K_3_Citrate nodules (Figure 2G″).

### 2.2 K_3_Citrate Supplementation Mitigates Disc Calcification and Mildly Improves Collagen Integrity Without Major Structural Impacts on NP and AF Compartments

Safranin O/Fast Green/Hematoxylin staining was performed to evaluate disc morphology in treated mice (Figure 3A,A′). Modified Thompson grading (Figure 3B,B′) did not show morphological changes with K_3_Citrate supplementation, suggesting that degeneration of the NP and AF compartments was not driven by disc calcification. In support of this, quantitative immunostaining for the NP phenotypic marker carbonic anhydrase 3 (CA3) (Figure 3C–C″) showed no changes with K_3_Citrate supplementation. However, abundance of glucose transporter 1 (GLUT 1) (Figure 3D–D″) was higher in the NP of K_3_Citrate‐treated mice, suggesting that reduction in disc calcification preserves NP cell metabolism during aging (Johnston et al. 2023). Picrosirius red staining was then used to assess collagen fiber thickness across cohorts. Bright‐field images (Figure 3E,E′) demonstrated fibrotic remodeling of the NP in both cohorts (Figure 3F), and quantitative polarized light imaging (Figure 3G,G′) showed no differences in collagen fiber thickness in the NP, AF, or EP between vehicle and K_3_Citrate treated mice (Figure 3H). Interestingly, COL1 abundance was higher in the AF and lower in the NP of K_3_Citrate mice, suggesting that although more global analyses of collagens did not detect differences between treatment groups, there were subtle improvements in AF integrity and NP fibrotic outcomes in K_3_Citrate mice (Figure 3I–I″″). This was further supported by quantification of denatured collagen in the AF and NP compartments (Figure 3J–J′″), where less denatured collagen was detected in the AF and the NP compartments of K_3_Citrate mice, which had yet to develop fibrosis (Figure 3J″″,J″″′). Taken together, these results suggest that K_3_Citrate robustly reduces disc mineralization, conferring subtle improvements to the molecular integrity of the disc that are insufficient to fully mitigate the effects of age‐associated fibrotic disc degeneration.

**FIGURE 3:**
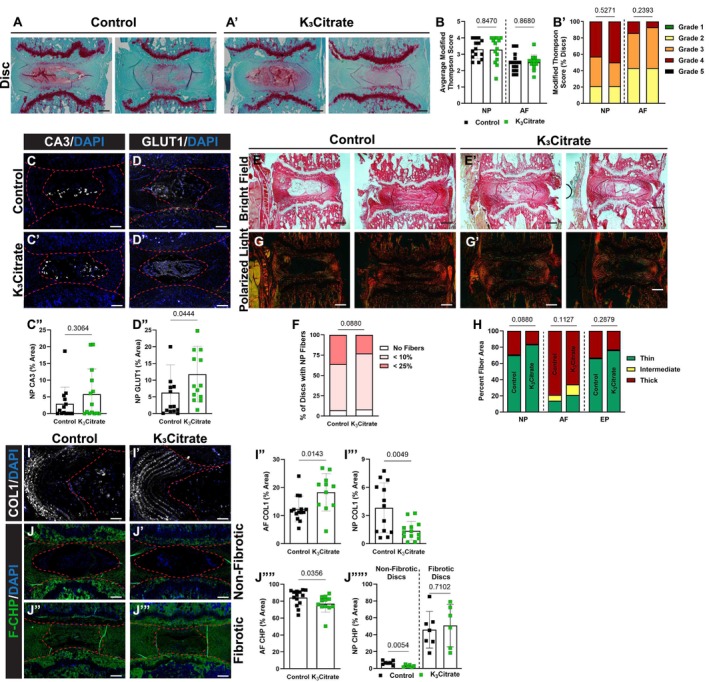
Quantitative histology reveals limited alterations to disc structure and cellular phenotype with K_3_Citrate supplementation. (A–A′) Representative Safranin O/Fast Green/Hematoxylin‐stained discs, showing the range of mild and severe degeneration in LG/J Control and K_3_Citrate mice. Grading assessment using the (B–B′) modified Thompson scale to assess the NP and AF demonstrated no change to disc structure in K_3_Citrate mice. The abundance of NP phenotypic marker (C–C″) carbonic anhydrase (CA3) did not change with K_3_Citrate supplementation, but (D–D″) glucose transporter 1 (GLUT1) was more abundant in K_3_Citrate mice. (E–E′) Picrosirius red staining imaged in the bright field showed (F) no changes to the incidence of NP fibrosis with K_3_Citrate supplementation. (G–G′) Visualization under polarized light (H) showed no changes to collagen fiber thickness in the NP, AF, or EP of K_3_Citrate mice. (I–I′) COL I abundance is (I″) higher in the AF and (I′″) lower in the NP of K_3_Citrate mice. Evaluation of (J–J′″) denatured collagen showed a reduction in the (J″″) AF with K_3_Citrate treatment as well as the reduction in the (J″″′) NP of non‐fibrotic discs but not fibrotic discs (Control mice: *N* = 7 mice (2F, 5M); K_3_Citrate mice: *N* = 7 mice (3F, 4M); 2 discs/mouse, 14 discs/treatment; Ca6–Ca8). Data are shown as mean ± SD. Significance was determined using an unpaired *t*‐test or Mann–Whitney test, as appropriate. Distribution statistics were determined using a *χ* ^2^ test.

### 2.3 K_3_Citrate Limits the Acquisition of a Hypertrophic Chondrocytic Fate by NP Cells

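RNA was sequenced from caudal nucleus pulposus (NP) tissue of LG/J mice, 4 control mice and 4 mice that drank water with 80 mM K_3_Citrate from 17 months of age, all aged 23 months. The authors aligned the reads to the mm10 genome with STAR, counted them per gene and deposited the counts without normalization, together with a table of TPM. The count table held 32285 genes under Ensembl identifiers, of which 32158 matched the GRCm38 annotation that gave the gene positions. Total counts per mouse ranged from 37153534 to 42286020 in control mice (median 39573741) and from 32259327 to 50430939 in K_3_Citrate mice (median 34744943). At these depths, 3 counts in a mouse corresponded to between 0.0595 and 0.0930 CPM. Counts were normalized by edgeR's TMM method, with factors between 0.908 and 1.07, and the 15800 genes that passed edgeR's default filter on low counts were tested. K_3_Citrate was compared with control by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and without a covariate. Fold changes are given as K_3_Citrate over control, and values per gene as CPM after TMM normalization. Mice are numbered in the order of the authors' labels, and the same number in both cohorts denotes different mice. The sex stated for control mice 3 and 4 differs between the fields of their labels. Control mouse 3 had 5229 CPM of *Xist* and 1 count over the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d*, and *Uty*, whereas control mouse 4 had 0.676 CPM of *Xist* and 11996 counts over those genes.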

To gain further insights into how K_3_Citrate supplementation and a reduction in disc calcification may have impacted the behavior of NP cells, we conducted RNA‐seq analysis on NP tissues. Across treatment cohorts, 216 genes were differentially expressed (DEGs) (*p* < 0.05, fold‐change > 2) (Figure 4A), showing 86 upregulated (Figure 4B) and 130 downregulated (Figure 4C) DEGs. 

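With the same thresholds of an unadjusted p under 0.05 and a fold change over 2, edgeR's quasi-likelihood test called 134 genes, of which 32 were higher and 102 lower in K_3_Citrate mice. Among the paper's DEGs, 119 were called in the same direction, 28 of its 86 upregulated and 91 of its 130 downregulated genes. After Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05 in edgeR's test, and the lowest adjusted p was 0.999. Irrespective of fold change, 610 genes had an unadjusted p under 0.05. In counts simulated from these libraries with no gene changed, 217 of 15551 genes passed the unadjusted p and fold change thresholds. When genes were simulated with a 4-fold change, 147 of the 193 tested reached an adjusted p under 0.05. These genes were drawn at random and simulated independently of each other. This share does not carry over to genes with a large spread between mice, such as *Mmp13* (standard error 1.92) and *Col1a2* (standard error 1.35). The values of the cohorts did not overlap for 40 of the 134 genes and for 415 of all genes tested (2.63%), where chance gives 2.86%. The largest change in the number of genes came without a filter on low counts, to 411, and the largest change in proportion with limma on log2(TPM + 1), to 33. With each mouse left out in turn, between 119 and 198 genes were called. The mice of the same number deviated from their cohort means with a mean correlation across genes of 0.103, compared with -0.0304 for mice of different numbers. Deviations cancel within a cohort, so that these correlations are not independent of each other. The labels do not say that mice of the same number belong together. With the replicate number as a block, 95 genes were called, 21 higher and 74 lower. Of the paper's downregulated DEGs, 92 had their highest value in control mouse 3, and of its upregulated DEGs, 50 had their highest value in K_3_Citrate mouse 3.

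**Figure D1:**
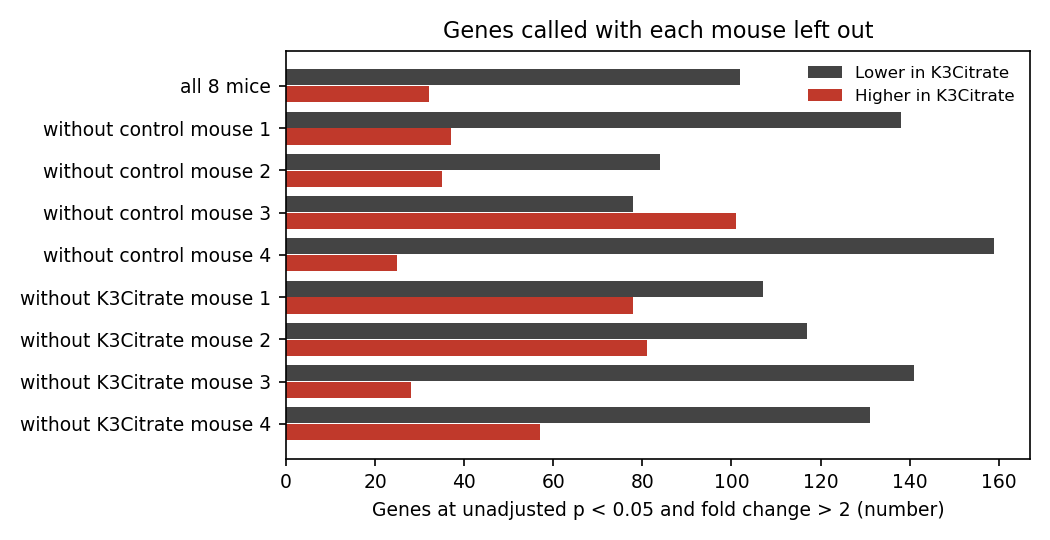
Number of genes at an unadjusted p under 0.05 and a fold change over 2 (horizontal axis) with all 8 mice and with each mouse left out in turn, for genes lower and higher in K_3_Citrate mice. Without control mouse 3, 78 genes were lower and 101 were higher.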

Pathway‐level analysis was then conducted on upregulated and downregulated DEGs using the CompBio (PercayAI Inc., St. Louis, MO) tool to determine thematic associations among these genes. 

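As a family defined by gene symbol, 39 collagen genes were tested, and 7 of them were called lower in K_3_Citrate mice, namely *Col1a2*, *Col5a2*, *Col1a1*, *Col12a1*, *Col3a1*, *Col18a1*, and *Col11a2*. Among the 15761 other genes tested, 95 were called lower, giving an odds ratio of 36.1 (two-sided Fisher's exact test, p = 4.93e-09). This test runs across genes, which are not independent replicates. The odds ratio was also computed under other filters on low counts and with each mouse left out in turn. Among these fits it moved most with a filter of at least 10 counts in every sample, to 77.1. The log2 fold change was negative for 32 of the collagen genes and positive for 7. Their mean log2 CPM was 4.08 ± 0.55 (SD, n = 4 mice) in control and 3.43 ± 0.37 (SD, n = 4) in K_3_Citrate mice. This difference of -0.65 was not significant in a two-sided exact permutation test over mice (p = 0.171; adjusted p = 0.4 over 14 gene sets, the lowest that any of the sets reached). With a block for the replicate number the difference is the same by design, and the exact p over sign flips within numbers was 0.25, where 0.125 is the smallest that 4 pairs allow. *Col18a1*, on chromosome 10 of GRCm38 from 77052178 to 77166548, had 33.1 ± 10.5 CPM (SD, n = 4) in control and 15.5 ± 3.27 CPM (SD, n = 4) in K_3_Citrate mice, although control mouse 2 lay far above the other controls.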

Interestingly, aligning with the previous finding of reduced COL1 and collagen denaturation in the K_3_Citrate NP, analysis of the downregulated DEGs showed strong enrichment around *Cartilage*, *Bone*, and *ECM Remodeling* and *Nervous Tissue* (Figure 4D). 

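Scores of bone cells and osteoclasts were computed per mouse as the mean log2 CPM of marker genes. Of 14 osteoblast and osteocyte markers, 8 passed the filter on low counts, including *Ibsp* and *Alpl*. Their score was 3.51 ± 1.78 (SD, n = 4) in control and 1.93 ± 0.71 (SD, n = 4) in K_3_Citrate mice (difference -1.58, two-sided exact permutation test, p = 0.143). Control mouse 3 had a score of 5.88 and control mouse 2 of 3.88, whereas control mice 1 and 4 had scores of 2.21 and 2.08, within the range of 1.05 to 2.79 in K_3_Citrate mice. For the 6 of 9 osteoclast markers that were tested, including *Acp5* and *Ctsk*, the difference was -0.89 (exact permutation test, p = 0.4). *Ibsp*, on chromosome 5 from 104299171 to 104311469, had 160 CPM in control mouse 3 and at most 6.49 CPM in the other control mice. This gave a log2 fold change of -5.38 (standard error 1.93), which was -1.26 without control mouse 3. *Alpl*, on chromosome 4 from 137741733 to 137796384, had a log2 fold change of -4.16 (standard error 1.61), and -1.03 without that mouse. With the replicate number as a block, the log2 fold change was -2.95 for *Ibsp* and -3.48 for *Alpl*, and the exact p over sign flips was 0.375 for both scores.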

Within these super clusters, “BMP signaling pathway involved in growth plate cartilage chondrocyte development,” “Temporomandibular joint articular cartilage development,” and “Abnormal epiphyseal ossification” were among the most highly enriched themes. 

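*Sdc1*, on chromosome 12 from 8771323 to 8793715, had 7.87 ± 3.12 CPM (SD, n = 4) in control and 2.83 ± 0.883 CPM (SD, n = 4) in K_3_Citrate mice, a log2 fold change of -1.47 (standard error 0.35). *Col12a1*, on chromosome 9 from 79598991 to 79718831, had a log2 fold change of -1.87 (standard error 0.44). For *Sdc1* and *Col12a1*, every control mouse had a higher value than every K_3_Citrate mouse (exact permutation test, p = 0.0286, the smallest that 4 against 4 mice allow; adjusted p = 0.38 over the 133 named genes tested). Such separation occurred in 10 of these 133 genes, many of which the paper chose from the same libraries, where chance gives 2.86% of genes. *Col3a1*, on chromosome 1 from 45311538 to 45349706, had a log2 fold change of -1.84 (standard error 0.69). *Col10a1* had 11.1 CPM in control mouse 3 and at most 1.25 CPM in any other control mouse, and its log2 fold change was -2.74, or -0.66 without control mouse 3. *Col5a1*, on chromosome 2 from 27886425 to 28039514, had 708 ± 114 CPM (SD, n = 4) in control and 614 ± 108 CPM (SD, n = 4) in K_3_Citrate mice, a difference within the spread between mice. The related gene *Col5a2* had a log2 fold change of -3.03 (standard error 1.07), with the highest value in control mouse 3. Blocking on the replicate number gave log2 fold changes of -1.45 for *Sdc1*, -1.64 for *Col12a1*, and -2.02 for *Col3a1*.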

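The mean log2 CPM of *Nr4a2*, *S1pr1*, *St8sia1*, *Smpd3*, and *Robo2* was 0.21 ± 1.40 (SD, n = 4) in control and -1.38 ± 0.47 (SD, n = 4) in K_3_Citrate mice. The difference was -1.59 (two-sided exact permutation test, p = 0.0571), and the exact p with a block for the replicate number was 0.125. These genes were listed by the paper from the same libraries, so that a lower score is not an independent observation. Each had low counts, with cohort means between 0.133 and 5.55 CPM. *Robo2*, on chromosome 16 from 73891839 to 74411825, had 4.08 CPM in control mouse 3 and at most 0.288 CPM in the other controls, and its log2 fold change of -2.26 changed to 0.22 without that mouse. *S1pr1* and *Smpd3* were likewise highest in control mouse 3, at 4.13 and 9.72 CPM. *Nr4a2* had 1.00 CPM in K_3_Citrate mouse 2, apart from the others of its cohort. *St8sia1*, on chromosome 6 from 142821545 to 142964452, had a log2 fold change of -1.12 (standard error 0.49), which stayed between -1.37 and -0.82 with each mouse left out in turn.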

The strongest gene signals within each thematic super cluster were: *Mafb*, *Col1a2*, *Sdc1*, *Col12a1, Col5a1*, *Col3a1*, and *Col10a1* (*Cartilage*, *Bone*, and *ECM remodeling*); and *Nr4a2*, *S1pr1*, *St8sia1*, *Smpd3*, and *Robo2* (*Nervous Tissue*) (Figure S3A′). This signature suggests that K_3_Citrate‐mediated reduction in disc mineralization in LG/J mice likely limits the dedifferentiation of NP cells toward a chondrogenic phenotype, a cell fate observed in other models of fibrotic degeneration (Novais et al. 

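Of 14 markers of chondrogenic differentiation, 11 could be tested in NP tissue, and all 11 had a negative log2 fold change. Their mean log2 CPM was 5.91 ± 1.097 (SD, n = 4) in control and 4.80 ± 0.48 (SD, n = 4) in K_3_Citrate mice. The difference of -1.11 was not significant (two-sided exact permutation test, p = 0.143), nor was it with the replicate number as a block, where the exact p was also 0.25. *Sox9*, on chromosome 11 from 112782224 to 112787760, had 564 ± 183 CPM (SD, n = 4) in control and 505 ± 64.7 CPM (SD, n = 4) in K_3_Citrate mice, a log2 fold change of -0.16 (standard error 0.24), which was 0.03 with sex from the sample titles as a covariate. *Acan* had a log2 fold change of -0.18 (standard error 0.31), which was 0.03 without K_3_Citrate mouse 1. *Col2a1*, on chromosome 15 from 97975602 to 98004695, had a log2 fold change of -0.58 (standard error 0.54). Control mouse 3 had a score of 7.42, against 4.86 to 5.93 in the other controls. Without this mouse, *Runx2* changed from -0.09 (standard error 0.33) to 0.32, and *Enpp2* from -0.31 to 0.39. From the enrichment of cartilage, bone, and ECM genes among its downregulated DEGs, the paper proposes that the reduction of disc mineralization by K_3_Citrate limits the dedifferentiation of NP cells toward a chondrogenic phenotype. The paper sets this enrichment beside its staining, in which COL1 and, in non-fibrotic discs, denatured collagen were lower in the NP.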

2020; Tsingas et al. 2020). 

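The neutrophil gene *S100a9*, on chromosome 3 from 90692632 to 90695721, had 456 CPM in K_3_Citrate mouse 3 and 51.8 CPM in K_3_Citrate mouse 4. K_3_Citrate mice 1 and 2 had 2.83 and 0.240 CPM, within or below the range of 1.88 to 19.4 CPM in control mice. Its log2 fold change was 3.79 (standard error 1.68), falling to 0.98 without K_3_Citrate mouse 3 and to -0.40 with sex from the sample titles as a covariate. *Cstdc5*, on chromosome 16 from 36359382 to 36367748, had 35.4 CPM in K_3_Citrate mouse 3 and at most 0.721 CPM in any other mouse. Without K_3_Citrate mouse 3, its log2 fold change of 4.89 (standard error 2.03) became -0.24. *Ifitm6* had 82.3 CPM in the same mouse, and its log2 fold change fell from 3.92 to 0.18 without it. All 14 neutrophil markers had a positive log2 fold change, whereas their mean log2 CPM was 1.53 ± 1.40 (SD, n = 4) in control and 2.02 ± 3.71 (SD, n = 4) in K_3_Citrate mice (difference 0.50, two-sided exact permutation test, p = 0.8). The score of 7 macrophage markers differed by -0.66 (exact permutation test, p = 0.429). A block for the replicate number gave log2 fold changes of 1.37 for *S100a9* and 2.28 for *Cstdc5*, and the exact p was 0.625 for the neutrophil score. *Aadat*, which encodes an aminotransferase and lies on chromosome 8 from 60505932 to 60545677, had 0.112 ± 0.0634 CPM (SD, n = 4) in control and 0.474 ± 0.151 CPM (SD, n = 4) in K_3_Citrate mice, a log2 fold change of 2.05 (standard error 0.53) that was 2.09 with the block.

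**Figure D2:**
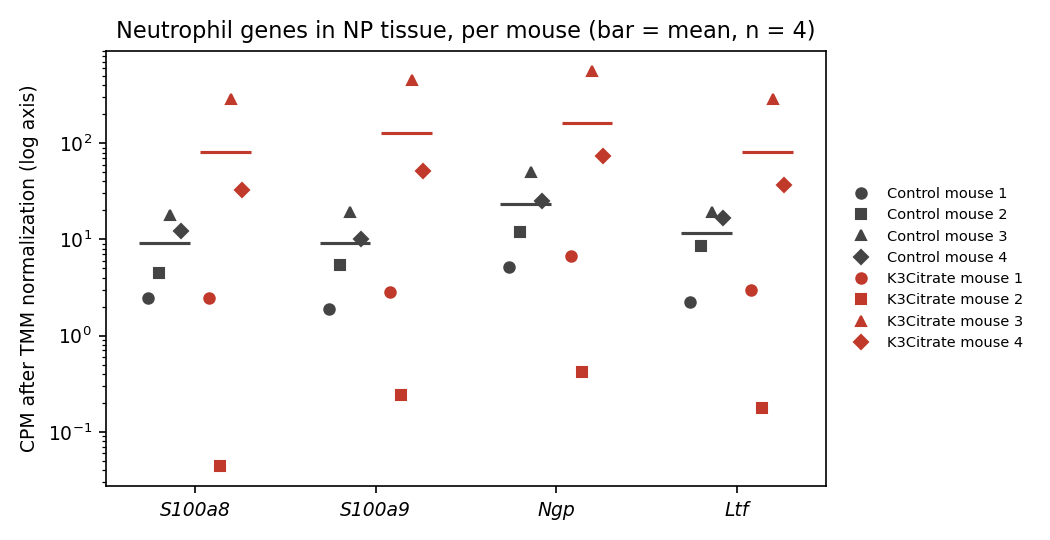
CPM after TMM normalization (log axis) of the neutrophil genes *S100a8*, *S100a9*, *Ngp*, and *Ltf* in each mouse, with the cohort mean as a bar (n = 4). K_3_Citrate mouse 3 is the highest for each gene and K_3_Citrate mouse 2 the lowest.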

While upregulated DEGs demonstrated a weaker thematic enrichment than the downregulated DEGs (Figure S3A,B), many of these themes coalesced around a signal for *Immune/Inflammatory Process* or *Metabolism*. One of the metabolic themes was *Fructose‐bisphosphate aldolase activity*, which could indicate increased glycolysis in the K_3_Citrate‐treated cohort, aligning with higher GLUT1 abundance (Figure S3B).

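The mean log2 CPM of 16 glycolysis genes was 8.71 ± 0.14 (SD, n = 4) in control and 8.80 ± 0.09 (SD, n = 4) in K_3_Citrate mice (difference 0.09, two-sided exact permutation test, p = 0.371), and the exact p with the replicate number as a block was 0.5. Among these genes, 13 had a positive and 3 a negative log2 fold change. *Aldoa*, on chromosome 7 from 126795234 to 126800751, had 1369 ± 123 CPM (SD, n = 4) in control and 1434 ± 162 CPM (SD, n = 4) in K_3_Citrate mice. The files list a second identifier under this symbol, whose reads the counting could have split from it. *Aldoc*, on chromosome 11 from 78322968 to 78327781, had 72.2 ± 5.68 CPM (SD, n = 4) in control and 77.3 ± 19.2 CPM (SD, n = 4) in K_3_Citrate mice. Their log2 fold changes were 0.07 (standard error 0.14) and 0.10 (standard error 0.17), the latter being -0.06 without K_3_Citrate mouse 2. *Slc2a1*, which encodes GLUT1 and lies on chromosome 4 from 119108711 to 119137983, had 1397 ± 308 CPM (SD, n = 4) in control and 1471 ± 386 CPM (SD, n = 4) in K_3_Citrate mice. Its log2 fold change was 0.07 (standard error 0.22), and -0.13 without K_3_Citrate mouse 2. *Hk2* had a log2 fold change of 0.58 (standard error 0.24), or 0.50 with the block and 0.26 without K_3_Citrate mouse 2.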

**FIGURE 4:**
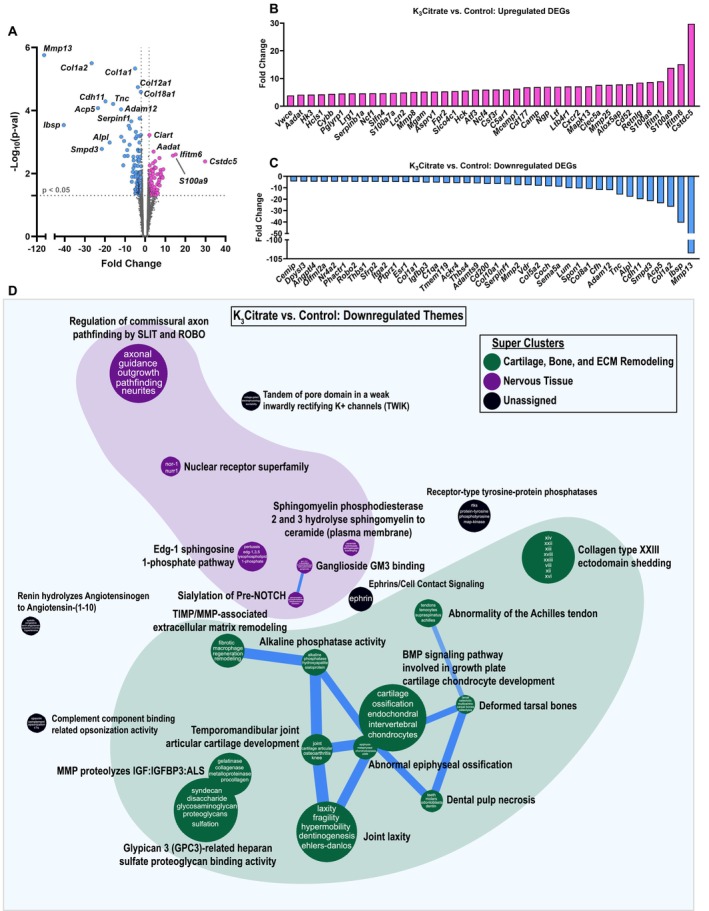
RNA‐sequencing of NP tissues shows K_3_Citrate dampens signatures associated with cartilage and bone. (A) Volcano plot showing differentially expressed genes (DEGs) in NP tissues from control and K_3_Citrate‐treated LG/J mice; *Mmp13*, *Col1a2*, and *Col1a1* are the most significant DEGs. (B) 86 DEGs were upregulated, and (C) 130 DEGs were downregulated. (D) Pathway‐level thematic enrichment analysis conducted in CompBio highlighted thematic super clusters for *Cartilage*, *Bone*, and *ECM remodeling* (green) and *Nervous Tissue Development* (purple) (Control: *N* = 4 mice (1F, 3M); K_3_Citrate: *N* = 7 mice (2F, 2M)).

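*Mmp13*, on chromosome 9 of GRCm38 from 7272514 to 7283331, had 142 CPM in control mouse 3 and 0.820, 3.95, and 0.362 CPM in control mice 1, 2, and 4. K_3_Citrate mice had 0.351 ± 0.234 CPM (SD, n = 4). The log2 fold change of *Mmp13* was -6.67 (standard error 1.92) with all mice and -2.27 without control mouse 3, and the cohorts overlapped (two-sided exact permutation test, p = 0.0857; adjusted p = 0.671 over the named genes). *Col1a2*, on chromosome 6 from 4504814 to 4541544, had 336 ± 517 CPM (SD, n = 4) in control and 12.6 ± 9.23 CPM (SD, n = 4) in K_3_Citrate mice. Its log2 fold change was -4.74 (standard error 1.35), and -2.70 without control mouse 3 (exact permutation test with all mice, p = 0.114; adjusted p = 0.679). *Col1a1*, on chromosome 11 from 94936224 to 94953042, had 888 ± 869 CPM (SD, n = 4) in control and 176 ± 54.5 CPM (SD, n = 4) in K_3_Citrate mice. Its log2 fold change was -2.33 (standard error 0.63), and the lowest control value of 277 CPM was above the highest K_3_Citrate value of 236 CPM. Ordered by the p of edgeR's test, *Col1a1* was at place 36, *Col1a2* at 59, and *Mmp13* at 61, and their adjusted p in edgeR's test with Benjamini-Hochberg adjustment was 0.999. The lowest p belonged to *Sez6l*, with 31.4 ± 2.58 CPM (SD, n = 4) in control and 16.8 ± 3.07 CPM (SD, n = 4) in K_3_Citrate mice, a gene singled out after its values were seen. With the replicate number as a block, the log2 fold changes were -4.37 for *Mmp13*, -3.16 for *Col1a2*, and -1.88 for *Col1a1*.

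**Figure D3:**
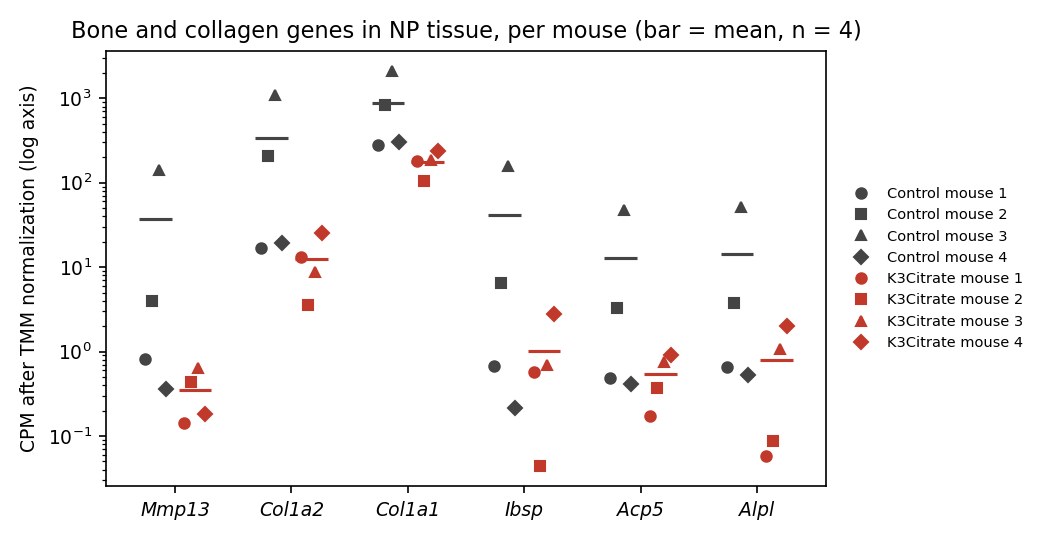
CPM after TMM normalization (log axis) of *Mmp13*, *Col1a2*, *Col1a1*, *Ibsp*, *Acp5*, and *Alpl* in each mouse, with the cohort mean as a bar (n = 4). Control mouse 3 is the highest for each gene and control mouse 2 the next of the controls.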

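The mean log2 CPM of 11 NP markers, including *Car3*, *Krt19*, *Krt8*, and *Krt18*, was 7.62 ± 0.20 (SD, n = 4) in control and 7.60 ± 0.05 (SD, n = 4) in K_3_Citrate mice (difference -0.02, two-sided exact permutation test, p = 0.914). The exact p with a block for the replicate number was 0.875. *Car3*, on chromosome 3 from 14863512 to 14872523, had 15258 ± 3326 CPM (SD, n = 4) in control and 16418 ± 4037 CPM (SD, n = 4) in K_3_Citrate mice. *Krt19*, on chromosome 11 from 100140810 to 100148665, had 1192 ± 114 CPM (SD, n = 4) in control and 1341 ± 358 CPM (SD, n = 4) in K_3_Citrate mice, a log2 fold change of 0.17 (standard error 0.20). The difference in *Car3* was smaller than the SD of either cohort, and that in *Krt19* was smaller than the SD of K_3_Citrate mice but not of control mice.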

Though major structural differences beyond the reduction of calcification were not evident between cohorts, these findings do provide further evidence of subtle changes to the NP cell phenotype in response to K_3_Citrate and reduced mineralization.

### 2.4 K_3_Citrate Affects Endplate Mineralization Without Disrupting Endochondral Remodeling

Although K_3_Citrate supplementation did not alter the gross morphology of NP or AF compartments in LG/J discs, SafO/Fast Green staining showed hypertrophic chondrocytes in what appeared to be a robust endochondral remodeling of the endplates in both control and K_3_Citrate‐treated cohorts, a phenotype not observed in other aged, inbred mouse strains (Figure 5A,A′) (Novais et al. 2020). Importantly, the area of endochondral masses did not change with treatment, suggesting that K_3_Citrate did not alter the cellular processes driving calcification (Figure 5A″). This was also supported by a lack of difference in TNAP staining in the bony endplates (BEPs) (Figure 5B–5B″). Additionally, the chondrocytes showed robust aggrecan (ACAN) (Figure 5C–5C″) and collagen X (COLX) (Figure 5D–5D″) expression, providing molecular evidence that endplate cells were undergoing hypertrophic differentiation. TUNEL staining evidenced apoptosis in the bony endplates (Figure 5E–5E′); however, there was no difference in cellularity (Figure 5E″) or fraction of TUNEL‐positive cells (Figure 5E′″) between cohorts suggesting unhindered differentiation and maturation of chondrocytes. Considering that LG/J is a super healer strain, and in conjunction with their propensity for mineralization in response to injury, these results suggest that intervertebral disc calcification in LG/J mice may be in part driven by a robust endochondral healing response. This healing is likely a response to accumulated injury in the bony endplate with aging, wherein osteochondroprogenitor cells initiate a repair response that results in a calcified callus and subsequent propagation of the calcified nodules in the disc (Rai et al. 2012, 2020, 2013, 2015; Colnot et al. 2003; Wang et al. 2022).

**FIGURE 5:**
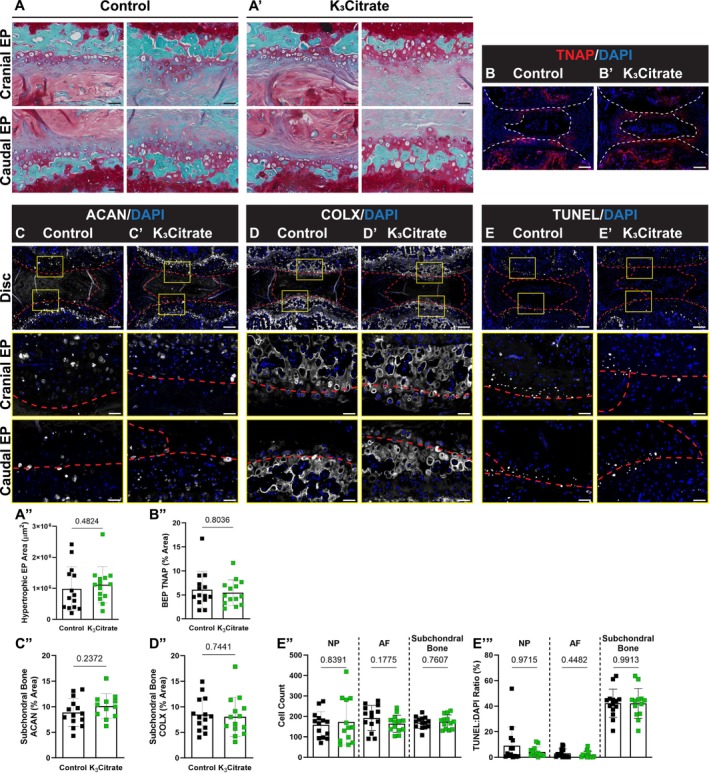
Quantitative histology reveals endplate chondrocytes and a chronic repair response may drive disc mineralization in LG/J mice, without a cellular response to K_3_Citrate. (A–A″) Safranin O/Fast Green/Hematoxylin‐staining revealed what appeared to be aggregates of hypertrophic chondrocytes in the cartilaginous endplates and the (B) area of these aggregates did not change with K_3_Citrate supplementation. Quantitative immunohistological staining subchondral bone/endplate space for hypertrophic chondrocyte markers (C–C″) aggrecan (ACAN) and (D–D″) collagen X (COLX), as well as (E–E″′) TUNEL staining to delineate cell death, provide evidence of lesions along the cartilaginous endplates, resembling fracture healing in bone; this was unattenuated in K_3_Citrate mice (Control mice: *N* = 7 mice (2F, 5M); K_3_Citrate mice: *N* = 7 mice (3F, 4M); 2 discs/mouse, 14 discs/treatment; Ca6–Ca8). Data are shown as mean ± SD. Significance was determined using an unpaired *t*‐test or Mann–Whitney test, as appropriate.

Together, these studies revealed three key findings: (1) disc calcification in LG/J mice appears in part to be driven by an endochondral remodeling process, driven by chondrocytes in the bony endplates; (2) fibrotic degeneration of the disc occurs independent of calcification status; and (3) K_3_Citrate supplementation effectively reduces the incidence of disc calcification, leading to alterations to the underlying cellular processes in the NP but not in the endplate.

### 2.5 K_3_Citrate Reduces Mineralization Without Altering the Chondrogenic Differentiation Program and Metabolism

To further investigate the hypothesis that K_3_Citrate limits endplate‐mediated intervertebral disc calcification through an extrinsic process such as calcium chelation, without impacting cellular processes, we used an in vitro model of endochondral differentiation. Since technical challenges prevent the culture of primary mouse endplate cells, the ATDC5 mouse cell line, which models endochondral ossification, transitioning from chondrogenic to osteoblastic differentiation under appropriate culture conditions was chosen (Atsumi et al. 1990; Shukunami et al. 1997; Newton et al. 2012). Accordingly, ATDC5 cell differentiation was studied in the presence of either 0.25 mM K_3_Citrate or 0.50 mM K_3_Citrate and mineralization, differentiation status, and metabolic processes were assessed in the proliferating (7 day), hypertrophic (14 day), and transition stage between hypertrophic chondrocytes and osteoblasts (21 days) (Figure 6A) (Newton et al. 2012).

**FIGURE 6:**
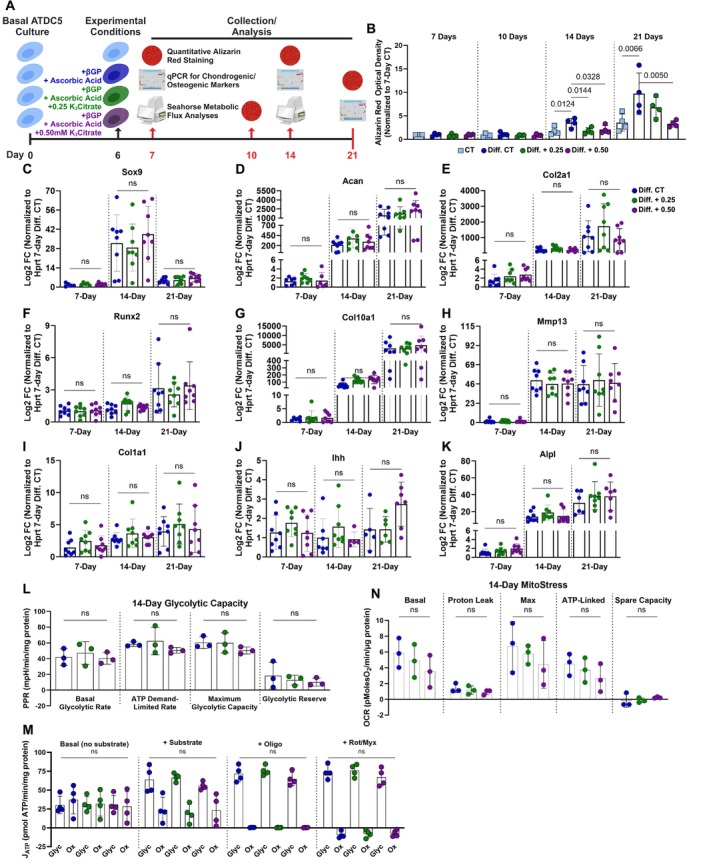
K_3_Citrate supplementation reduces mineralization without impacting the cell differentiation program or cellular metabolism in ATDC5 cells. (A) Schematic showing the experimental timeline and strategies used to understand how K_3_Citrate disrupts mineralization during chondrogenic differentiation. (B) Quantification of Alizarin Red staining in control (CT) ATDC5 cells, differentiated control (Diff. CT), and differentiated groups treated with 0.25 mM (Diff. + 0.25) or 0.50 mM K_3_Citrate (Diff. + 0.50) shows a reduction in mineralization of ATDC5 cell cultures treated with K_3_Citrate (*n* = 4 sets/timepoint, 2 averaged replicates/set). mRNA evaluation of various markers of chondrogenic differentiation demonstrates that throughout differentiation, K_3_Citrate supplementation does not alter progression through this program: (C) *Sox9*, (D) *Acan*, (E) *Col2a1*, (F) *Runx2*, (G) *Col10a1*, (H) *Mmp13*, (I) *Col1a1*, (J) Ihh, and (K) *Alpl* (*n* = 8 sets/timepoint, 2 averaged replicates/set). Seahorse metabolic assays demonstrated no difference in (L) glycolytic capacity, (M) glycolytic and oxidative ATP production rates, or (N) MitoStress in ATDC5 cells treated with K_3_Citrate (*n* = 3 sets, 3–4 replicates/set). Data are shown as mean ± SD. Significance was determined using an ANOVA or Kruskal–Wallis test, as appropriate.

Quantitative alizarin red staining showed increased mineralization in the differentiated control (Diff. CT) relative to the undifferentiated control (CT) by 14 days, and this was more pronounced by 21 days (Figure S3A, Figure 6B). Further, this increase in mineralization was reduced by treatment with 0.25 mM (Diff. + 0.25) and 0.50 mM (Diff. + 0.50) K_3_Citrate at 14 days and reduced by 0.50 mM K_3_Citrate at 21 days. We then evaluated the expression of markers for different stages of chondrogenic differentiation. First, the success of the differentiation experiment was confirmed by comparing the differentiated and undifferentiated control groups for Sox9‐ and Runx2‐regulated genes and pyrophosphate regulators (Figure S4B–O). Temporal variation in the Diff. CT group indicated cells differentiated toward a hypertrophic stage by 14 days and that at 21 days, cells remained in a transition stage between hypertrophic chondrocytes and endochondral ossification. To determine if the impact of K_3_Citrate on calcification was the result of disrupting differentiation and, thereby the mineralization process itself, expression of *Sox9*, *Acan*, *Col2a1*, *Runx2*, *Col10a1*, *Mmp13*, *Col1a1*, *Ihh*, *Alpl*, *Bglap*, *Sp7*, *Fgfr3, Enpp2*, and *Ank* (Figure 6C–K, Figure S4P–T) were evaluated across treatment groups at both timepoints, showing no changes. This lack of change in gene expression profiles and the reductions in alizarin red staining with K_3_Citrate reinforced that calcium chelation could be a primary mechanism of reducing calcification in the LG/J endplate callus.

Previous reports have indicated that oral citrate supplements can alter cell metabolism through the inhibition of glycolysis (Fan et al. 2021; Williams and O'Neill 2018). Accordingly, Seahorse metabolic flux assays were conducted at the 7 and 14‐day time points to assess whether metabolic switching contributed to the reduction in ATDC5 mineralization. The impact of K_3_Citrate on glycolytic capacity was evaluated using methods described by Moorkerjee et al. (Mookerjee, Nicholls, and Brand 2016). OCR (Figures S5A and S6A) and ECAR (Figures S5B and S6A′) were recorded under conditions described in the methods. These measurements were used to calculate the proton production rate (PPR) (Figure 6L, Figure S5C), which showed that K_3_Citrate did not impact the glycolytic capacity of ATDC5 cells. We then calculated glycolytic and oxidative ATP production rates following K_3_Citrate supplementation (Johnston et al. 2023; Mookerjee et al. 2017). Again, OCR (Figures S5D and S6B) and ECAR (Figures S5E and S6B′) traces were not different across treatment groups. Accordingly, the computed glycolytic and oxidative ATP production rates showed no change with K_3_Citrate supplementation (Figure 6M, Figure S5F). The results of these assays were further validated using the well‐documented Mito Stress test (Hollander et al. 2022; Agilent Technologies 2019), showing that cells cultured with K_3_Citrate did not experience changes to maximum, ATP‐linked, or spare oxygen consumption capacity (Figure 6N, Figures S5G–I and S6C′). Taken together, these findings indicate that extracellular K_3_Citrate does not alter the metabolic function of differentiating chondrocytes and provide further support that likely K_3_Citrate reduces calcification in LG/J mice by an extracellular process like Ca^2+^ chelation.

### 2.6 K_3_Citrate Does Not Affect Vertebral Bone and Knee Joint Structure in LG/J Mice

Previous studies have shown that K_3_Citrate improves bone health in humans and mice; we therefore assessed the effect of treatment on vertebral bone morphology (Pak, Peterson, and Poindexter 2002; Jehle, Hulter, and Krapf 2013; Boneski et al. 2022). Accordingly, 3D reconstructions of caudal vertebrae (Figure S7A,A′) were evaluated and showed no changes to vertebral length in K_3_Citrate mice (Figure S7B). Similarly, trabecular bone properties of BV/TV, trabecular separation (Tb. Sp.), Tb. Th., trabecular number (Tb. N.), and bone mineral density (Figure S7C–G) did not change with K_3_Citrate supplementation. However, evaluation of the cortical bone (Figure S7H,H′) showed mild cortical thinning, evidenced by lower bone volume (BV), tissue mineral density, cross‐sectional thickness (Cs. Th.), and bone area (B. Ar.) without changes to the closed porosity or bone perimeter (B. Pm.) (Figure S7I–N) in K_3_Citrate mice.

Treatment did not affect the plasma levels of IFN‐γ, IL‐1β, IL‐2, IL‐4, IL‐5, IL‐6, IL‐10, IL‐12/p70, IL‐15, Il‐17A/F, IL‐27/p28/IL‐30, IL‐33, IP‐10, KC/GRO, MCP‐1, MIP‐1a, MIP‐2, and TNF‐α (Figure S8A–R), indicating cortical thinning was not the result of systemic inflammation. Importantly, the limited cortical thinning of approximately 5%, is unlikely to translate into altered bone function (Seeman 2015; van der Linden et al. 2001; Oftadeh et al. 2015). Taken together, these results demonstrate the ability of oral K_3_Citrate supplementation to mitigate disc calcification without adverse systemic effects.

Prior to this investigation, no studies had investigated LG/J knees in the context of aging, with the only report on LG/J knee phenotypes being in 8‐week‐old animals in response to DMM injury (Rai et al. 2015). Interestingly, μCT analysis revealed significant synovial, meniscal, and patellar calcification in both control and K_3_Citrate cohorts (Figure S9A,A′). Quantification of the number of calcified nodules in the synovium (Figure S9B), meniscus (Figure S9C), and patella (Figure S9D) revealed that in the control mice, synovial nodules were fewer in number. Qualitatively, the nodules in the control group appeared to be larger in size, which may indicate that the higher number of nodules observed in the K_3_Citrate group reflects K_3_Citrate retarding the growth of the nodules, preventing them from fusing. H&E (Figure S9E,E′) and Toluidine Blue (Figure S9F,F′) staining did not reveal differences in the overall structural integrity of the knee joints or osteoarthritis (Figure S9G–J) (Rowe et al. 2017; Collins et al. 2023). Similarly, histomorphometric analysis of the articular cartilage (Figure S9K,K′), calcified cartilage (Figure S9L,L′), and subchondral bone (Figure S9M,M′) showed no changes between control and K_3_Citrate‐treated knees, suggesting that despite robust calcification of the knee joint, articular cartilage in LG/J mice is not susceptible to age‐associated osteoarthritis.

## 3 Discussion

Intervertebral disc calcification is a prevalent subphenotype of age‐dependent disc degeneration for which there is no current standard of care (Chanchairujira et al. 2004; Hawellek et al. 2017; Gruber et al. 2007). Despite the negative impact of this phenotype on back pain and morbidity, the etiology of disc calcification is not well‐established. Notably, studies delineating heterotopic and dystrophic calcification in the disc indicate multiple cellular mechanisms may govern the calcification process in a context‐dependent manner (Hristova et al. 2011; Fournier et al. 2020). Historically, the study of disc calcification and the development of intervention strategies has been limited by a lack of mouse models which recapitulate this pathology, without the manipulation of a specific gene. Our group has previously described that LG/J, an inbred mouse strain, develops spontaneous age‐associated caudal disc calcification, opening the door to new avenues of research (Novais et al. 2020). In this study, we show that a long‐term oral K_3_Citrate supplementation successfully reduces the incidence of severity of age‐associated, spontaneous disc calcifications in LG/J mice. Analyses of disc tissues in control and K_3_Citrate mice also highlighted that the calcification phenotype in LG/J mice is likely to be driven in part by endochondral processes originating in the endplates. Importantly, our studies suggest that K_3_Citrate supplementation reduces calcification through an extracellular process such as chelation of excess calcium and does not interfere with the endochondral differentiation or cellular bioenergetics, cellular processes driving disc calcification in the endplates.

Citrate was first identified as a physiologically relevant chelator of calcium in 1940 and has since been used in contexts of renal and vascular calcification to prevent pathologic calcification (Ou et al. 2017; Pak, Peterson, and Poindexter 2002; Kissin and Locks 1941). In musculoskeletal tissues, K_3_Citrate supplementation is shown to reduce osteoporotic outcomes by inhibiting osteoclastogenesis (Pak, Peterson, and Poindexter 2002; Jehle, Hulter, and Krapf 2013; Granchi et al. 2017; Perut et al. 2020). Most notably, Pak et al. demonstrated K_3_Citrate supplementation reduced spinal bone loss in tandem with reducing kidney stones in patients being treated for calcium urolithiasis, demonstrating dual beneficial effects where citrate reduced dystrophic calcification while simultaneously preventing bone loss (Pak, Peterson, and Poindexter 2002). While K_3_Citrate supplementation in mice has been shown to rescue osteopenic spinal phenotypes, the ability of K_3_Citrate to alter disc calcification has yet to be determined (Boneski et al. 2022). Therefore, we tested the ability of K_3_Citrate to disrupt disc calcification in LG/J mice, a recently described model of spontaneous age‐associated disc calcification (Novais et al. 2020). Remarkably, both in vivo and ex vivo μCT scans showed a significant reduction in disc calcification, highlighting the utility of K_3_Citrate in treating disc calcification.

At the systemic level, our results consistently demonstrated the safety profile of long‐term K_3_Citrate supplementation. While behavioral analysis showed maintenance of the overall mobility of the K_3_Citrate mice, grip strength studies showed a small but consistent increase in the K_3_Citrate group. One possible explanation for this improvement is potassium supplementation, as lower potassium has been correlated to lower handgrip strength in older humans (Mendes et al. 2020). It is also possible that the observed increase in grip strength results from increased intracellular citrate in muscle cells, though a specific study of the muscle in this model would be required to substantiate this hypothesis (Gabriel et al. 2017; Jacobs et al. 2013). Nevertheless, this finding highlights reduced frailty in treated mice. When plasma composition was analyzed, results indicated that plasma chemistry was not significantly altered by K_3_Citrate citrate, which is consistent with a previous report in humans (Jehle, Hulter, and Krapf 2013). The two analytes that did change were TNAP and BUN, though both fell within previously reported physiological ranges for aging mice (Novais et al. 2020; Jiao et al. 2022). Although ALP is broadly associated with PPi conversion to Pi and subsequent ectopic calcification, it was previously shown that systemic ALP levels are poor indicators of mineralization in LG/J mice (Novais et al. 2020). Regarding BUN, the reduction in the K_3_Citrate cohort could be indicative of a lower acid burden associated with treatment (Robinson et al. 2009; Jiao et al. 2022). In both cases, it is most likely that the observed decrease is not overtly significant in terms of its physiological consequence. Additionally, when caudal vertebrae were analyzed, there was no impact of K_3_Citrate supplementation on the structural properties of the trabecular bone. However, mild endocortical thinning of the vertebrae was observed, indicating additional long‐term studies may be needed to optimize the concentration of K_3_Citrate and limit possible adverse effects. Though this finding should not go unnoticed, considering the lack of change to trabecular bone and the resilience of bone to small changes in bone volume, it is unlikely this cortical thinning manifested in reduced mechanical properties (Seeman 2015; van der Linden et al. 2001; Oftadeh et al. 2015). Moreover, analyses of the knees demonstrated K_3_Citrate altered the joint calcification, without impact on the articular cartilage. The limited nature of K_3_Citrate's efficacy in the knee may indicate that the ability of citrate to reduce ectopic calcification is dependent on intervening prior to the development of calcification; it remains unknown when LG/J mice develop knee calcification. Notably, these analyses also revealed that despite robust knee calcification, LG/J articular cartilage is not susceptible to age‐associated osteoarthritis, which could provide an interesting model for future comprehensive studies investigating the knee phenotype. Taken together, these findings generally support the safety of K_3_Citrate, showing minimal systemic effects while inhibiting ectopic joint calcification.

The original study identifying disc calcification in LG/J mice speculated the observed calcification was dystrophic in nature and may result from a combination of genetic predisposition, age‐related stress, and tissue damage from cell death (Novais et al. 2020). This was supported by the enrichment of LG/J transcriptomic signatures related to calcium‐phosphate homeostasis and cell death, as well as a high phosphate‐to‐protein ratio in the mineral nodules (Novais et al. 2020). Analysis in the present study expands on these findings, showing that there may be an underlying endochondral and remodeling process involved in LG/J disc calcification. In support of this, RNA‐sequencing analysis of NP tissues showed *Mmp13*, *Col1a2*, and *Col1a1* to most significantly differentially expressed genes in the NP of K_3_Citrate mice, corresponding with significantly enriched downregulated themes relating to BMP signaling, cartilage development, and epiphyseal ossification. This was complemented by staining showing altered collagen compositions in both the NP and AF. These are not only critical markers of fibrotic remodeling in the disc but also chondrogenic differentiation and eventual bone formation, providing evidence that K_3_Citrate‐driven reduction of disc calcification in LG/J mice could be in part due to delayed NP cell differentiation toward a hypertrophic chondrocyte‐like phenotype (Choi et al. 2018; Zhang et al. 2018; Gómez‐Picos and Eames 2015; Nishimura et al. 2012; Presciutti and Boden 2018). 

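The mean log2 CPM of 10 senescence genes was 2.91 ± 0.07 (SD, n = 4) in control and 2.65 ± 0.37 (SD, n = 4) in K_3_Citrate mice (difference -0.26, two-sided exact permutation test, p = 0.229). The exact p with the replicate number as a block was 0.25, and 5 genes had a negative and 5 a positive log2 fold change. Each gene entered with the same sign, whichever way it changes in senescence, *Lmnb1* (log2 fold change 0.42) included. Neither the score nor these counts therefore measure more or less senescence. *Cdkn2a*, on chromosome 4 from 89274471 to 89294653, had 1.04 ± 0.238 CPM (SD, n = 4) in control and 0.426 ± 0.187 CPM (SD, n = 4) in K_3_Citrate mice. *Cdkn2a* had a log2 fold change of -1.28 (standard error 0.42), or -1.34 with the block, and its values did not overlap between the cohorts (exact permutation test, p = 0.0286; adjusted p = 0.38 over the named genes). *Cdkn1a*, on chromosome 17 from 29090976 to 29100727, had 564 CPM in K_3_Citrate mouse 2 and between 54.9 and 224 CPM in the other mice. The log2 fold change of 0.73 (standard error 0.71) became -0.57 without K_3_Citrate mouse 2. *Glb1* had a log2 fold change of -0.19 (standard error 0.13), and its values, from 10.54 to 11.45 CPM in control and from 9.46 to 10.46 CPM in K_3_Citrate mice, likewise did not overlap, with the same exact and adjusted p.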

While the calcification phenotype in LG/J mice age dependent, a previously published study and our RNAseq data do not indicate the contribution of altered cell senescence to K_3_Citrate's mitigation of disc mineralization.

Interestingly, abundant aggrecan, collagen 10, and robust safranin‐o staining of the bony endplates in both LG/J cohorts provided evidence of a unique process involving re‐activation of an endochondral differentiation contributing to disc calcification. This aligns closely with a previous study showing a transcriptomic signature related to endochondral bone and injury studies which demonstrated increased healing capacity in cartilaginous tissues of LG/J mice and a susceptibility to ectopic calcification in the presence of injury (Novais et al. 2020; Blankenhorn et al. 2009; Rai et al. 2012, 2020, 2013, 2015). In studies of ear puncture and full‐thickness articular cartilage injury, LG/J mice are shown to fully resolve these injuries; and genetic studies correlated *Axin2*, *Wnt16*, *Xrcc2*, and *Pcna* with healing of both tissues, providing evidence that an enhanced DNA repair response and Wnt signaling are critical components of this unique wound healing (Rai et al. 2013). Interestingly, in response to DMM injury, LG/J mice develop robust synovial and meniscal calcification, correlated with SNPs relating to angiogenesis, bone metabolism/calcification, arthritis, and ankylosing‐spondylitis and gene transcripts of *Aff3*, *Fam81a*, *Syn3*, and *Ank* (Rai et al. 2015). Correlating these observations with the disc calcification phenotype in LG/J mice, our findings suggest that disc calcification in LG/J mice may in part be due to an injury repair response to age‐related wear of the bony endplates (Colnot et al. 2003; Wang et al. 2022; Bahney et al. 2019). It is known that endplate injuries are common, especially with aging, and may contribute to the degeneration of the NP and AF compartments (Rade et al. 2018; Fujiwara et al. 2019). Accordingly, calcified cartilage along the CEP could serve as a nucleation site in the presence of cell death, which would align well with the mineralized nodules in LG/J discs ultimately being acellular, dystrophic calcifications and not the structured hydroxyapatite seen in bone (Priante et al. 2019). Importantly, when the composition of the mineralized nodules was analyzed, K_3_Citrate‐treated mice did not differ from controls, indicating that while the size and quantity of the mineral nodules were greatly reduced, the product formed was not chemically different because of K_3_Citrate. Together, these results suggested that K_3_Citrate was likely improving disc calcification outcomes through the chelation of calcium, without broadly impacting the underlying endochondral processes in the endplate.

To substantiate this hypothesis, we modeled mineralizing chondrocytes undergoing differentiation with the ATDC5 cells and found K_3_Citrate causing significantly reduced mineral deposition. Supporting the findings in vivo, the expression of genes controlling the progression of chondrogenic differentiation and calcification in ATDC5 cells was unchanged. There were also no changes in glycolytic or oxidative metabolism with K_3_Citrate supplementation; but our results did demonstrate an expected temporal switch toward oxidative metabolism between 7‐ and 14‐day timepoints, which has previously been identified as an important feature of chondrogenic differentiation program in growth plates (Hollander et al. 2022). This study clearly shows that K_3_Citrate supplementation safely and specifically targets ectopic calcification without modulating the underlying cellular and genetic causes.

It is well understood that the pathogenesis of disc calcification is multifactorial, which has complicated the development of intervention strategies. Among these factors, a proper balance of PPi metabolism has been linked to dystrophic calcification in the endplate and AF compartments of the disc, as shown in ANK and ENPP1 mutant mice (Ohnishi et al. 2023; Siu et al. 2016; Arima et al. 2024). Of note, in the ANK model, transcriptomic analysis of disc tissues highlighted dysregulation of BMAL/CLOCK, underscoring the interplay of multiple complex processes regulating disc calcification. Studies of *Bmal1* show the importance of circadian regulation in disc health, with multiple knockout models leading to heterotopic calcification of the disc (Bunger et al. 2005; Dudek et al. 2023). Additionally, advanced glycation end products (AGEs), which are known to accumulate with aging, are associated with endochondral ossification of the disc, which provides insight into a possible mechanism to target in mediating disc calcification; but to date, this has not led to clinical interventions (Chaudhuri et al. 2018; Illien‐Jünger et al. 2016). Observations in scoliosis patients have also demonstrated the contribution of abnormal loading to CEP calcification, which can lead to more robust ectopic calcification impacting the NP, AF, or vertebrae (Hristova et al. 2011; Roberts, Menage, and Eisenstein 1993; Roberts et al. 2006). What these studies indisputably demonstrate is the complexity of disc calcification and the involvement of multiple processes in the onset of this pathology.

Excitingly, our work demonstrates the ability of K_3_Citrate—a low‐cost dietary supplement—to intervene in the progression of disc calcification. Of significance, our results suggest the effect of K_3_Citrate is in large part through its known chemical properties as a calcium chelator, and, therefore, its beneficial effect is independent of the intricate cellular mechanisms driving disc calcification. While this leaves open many interesting scientific questions about the underlying biology of disc calcification and the precise mechanisms by which K_3_Citrate alleviates calcification, it also suggests that K_3_Citrate supplements could prevent or reduce disc calcification in a variety of disease contexts, due to its non‐specific efficacy. Future studies should validate the ability of K_3_Citrate supplementation to mediate disc calcification in other animal models to more sufficiently confirm these findings and expand its applicability to human disease.

## 4 Materials and Methods

### 4.1 Mice, Treatment, and Study Design

Animal procedures were performed under approved protocols by the IACUC of Thomas Jefferson University (TJU). LG/J mice (Stock #000675, Jackson Labs) were bred at TJU and aged to 23 months when intervertebral disc mineralization occurs (Novais et al. 2020). Treatments for this study began when mice were 17 months old, prior to developing disc calcifications. All mice belonged to one of two treatment cohorts: control or K_3_Citrate. Mice in the control cohort received regular, untreated drinking water throughout the study. Mice in the K_3_Citrate cohort began receiving a continuous supplementation of 80 mM K_3_Citrate (Sigma–Aldrich, C3029) in their drinking water at 17 months of age. Throughout the treatment period, individual animal mass and mass of water consumed per cage were monitored on a weekly basis. They received this continuous supplementation until the experiment's conclusion. Mice were euthanized with CO_2_ asphyxiation.

All mouse experiments included male and female LG/J mice. Previous reports on the disc phenotype in LG/J mice show there are no sex‐based differences, and this is a common finding in the mouse intervertebral disc (Novais et al. 2020; Tsingas et al. 2020; Choi et al. 2018; Zhang et al. 2018).

### 4.2 In Vivo Micro‐Computed Tomography (μCT)

At 22 months of age, in vivo μCT scanning was conducted on the caudal regions of control (*n* = 5) and K_3_Citrate (*n* = 8) mice at the Small Animal Molecular Imaging Facility at TJU. Mice were anesthetized with 3% isoflurane. Once anesthetized, μCT scanning was conducted with an effective pixel size of 39.15 μm, field size of 40 mm by 35 mm, and exposure time of 30 min. Scans were visualized using Weasis DICOM Viewer (v4.0.3).

### 4.3 Behavioral Tests

For all behavior tests, mice acclimated to the behavior testing room for 1 h prior to testing. Forelimb grip strength of Control (*n* = 8) and K_3_Citrate (*n* = 6) mice was assessed using a Grip Strength Meter (DFIS‐2 Series Digital Force Gauge, Columbus Instruments). To measure grip strength, animals held by their tails were allowed to tightly grasp a force gauge bar using both forepaws. Mice were then pulled away from the gauge until both limbs released the bar. The data recorded represents the average of five trials per mouse. Between trials, mice rested for 1 min. An open field test was used to assess the general locomotion of Control (*n* = 8) and K_3_Citrate (*n* = 7) mice. In this test, mice were placed in an open field apparatus and recorded with an overhead camera for 10 min. Video data were then processed in Matlab using the open‐source code developed by Zhang et al. (Zhang, Li, and Han 2020) to determine the distance traveled by each mouse.

### 4.4 Plasma Analyses

Blood was collected immediately postmortem by intracardiac puncture using heparinized needles. Plasma was separated from red blood cells via centrifugation at 1500 rcf and 4°C for 15 min and stored at −80°C until the time of analysis. Albumin, ALP, BUN, calcium, chloride, glucose, and phosphorus were analyzed using a custom blood chemistry panel (IDEXX BioAnalytics) (Control *n* = 5, K_3_Citrate *n* = 6). Fetuin‐A was quantified using the mouse Fetuin‐A/AHSG DuoSet ELISA (R&D Systems) according to the manufacturer's instructions (Control *n* = 7, K_3_Citrate *n* = 7). Cytokine and proinflammatory marker concentrations were evaluated using the V‐PLEX Mouse Cytokine 19‐Plex Kit (Meso Scale Diagnostics, K15255D) according to the manufacturer's specifications. IL‐9 levels were outside of the assay's detection limits and are not shown (Control *n* = 6, K_3_Citrate *n* = 6–7). Sample size varied between assays based on the volume of plasma required and the volume of plasma collected from each mouse.

Compounds shown in Figure 2 I‐AA were measured using NMR at LabCorp (Control *n* = 6, K_3_Citrate *n* = 7). NMR spectra were acquired on a Vantera Clinical Analyzer, a 400 MHz NMR instrument, from EDTA plasma samples as described for the *NMR LipoProfile* test (Labcorp, Morrisville, NC) (Jeyarajah, Cromwell, and Otvos 2006; Matyus et al. 2014). The *NMR MetaboProfile* analysis, using the LP4 lipoprotein profile deconvolution algorithm, reports lipoprotein particle concentrations and sizes, as well as concentrations of metabolites such as total branched‐chain amino acids, valine, leucine, isoleucine, alanine, glucose, citrate, total ketone bodies, β‐hydroxybutyrate, acetoacetate, and acetone. The diameters of the various lipoprotein classes and subclasses are total triglyceride‐rich lipoprotein particles (TRL‐P) (24–240 nm), very large TRL‐P (90–240 nm), large TRL‐P (50–89 nm), medium TRL‐P (37–49 nm), small TRL‐P (30–36 nm), very small TRL‐P (24–29 nm), total low‐density lipoprotein particles (LDL‐P) (19–23 nm), large LDL‐P (21.5–23 nm), medium LDL‐P (20.5–21.4 nm), small LDL‐P (19–20.4 nm), total high‐density lipoprotein particles (HDL‐P) (7.4–13.0 nm), large HDL‐P (10.3–13.0 nm), medium HDL‐P (8.7–9.5 nm), and small HDL‐P (7.4–7.8 nm). Mean TRL, LDL, and HDL particle sizes are weighted averages derived from the sum of the diameters of each of the subclasses multiplied by the relative mass percentage. Linear regression against serum lipids measured chemically in an apparently healthy study population (*n* = 698) provided the conversion factors to generate NMR‐derived concentrations of total cholesterol (TC), triglycerides (TG), TRL‐TG, TRL‐C, LDL‐C, and HDL‐C. NMR‐derived concentrations of these parameters are highly correlated (*r* ≥ 0.95) with those measured by standard chemistry methods. Details regarding the performance of the assays that quantify BCAA, alanine, and ketone bodies have been reported (Wolak‐Dinsmore et al. 2018; Garcia et al. 2020). While these NMR assays have been analytically validated for use with human specimens, full analytical validation studies have not been performed in rodent specimens.

### 4.5 Tissue Processing and Ex Vivo Micro‐Computed Tomography

Caudal spine segments Ca6–Ca8 (*n* = 7 mice/treatment; 2 discs, 1 vertebrae/mouse; 14 discs, 7 vertebrae/treatment) were dissected and immediately fixed in 4% PFA in PBS at 4°C for 48 h. Caudal spine segments Ca8–Ca10 (*n* = 7 mice/treatment; 2 discs, 1 vertebrae/mouse; 14 discs, 7 vertebrae/treatment) were fixed for 2 h in 4% PFA in PBS at 4°C. Following fixation, μCT scans (Bruker Skyscan 1275; Bruker, Kontich, Belgium) were performed on all motion segments. An aluminum filter was used; all scans were conducted at 50 kV and 200 μA, with an exposure time of 85 ms, yielding a resolution of 8 μm. Three‐dimensional image reconstructions were generated in nRecon (Bruker), analyzed in CTan (Bruker), and visualized using CTan and CTVox (Bruker). Size, trabecular, cortical, and mineral density parameters were analyzed according to previously reported methods (Tsingas et al. 2020; Ottone et al. 2022).

### 4.6 Fourier Transfer Infrared Spectroscopy

Ca8–Ca10 motion segments (*n* = 7 mice/treatment) were treated with 30% sucrose, OCT‐embedded, and snap‐frozen. Cryosections of 10 μm were cut and the Spectrum Spotlight 400 FT‐IR Imaging system (Perkin Elmer) was used to collect IR spectral imaging data in the mid‐IR region from 4000 to 750 cm^−1^ at 8 cm^−1^ spectral resolution and 25 μm spatial resolution. Absorbance for the amide I region (1665 cm^−1^), collagen side chain vibrations (1338 cm^−1^), phosphate vibration region (960 cm^−1^), and carbonate (870 cm^−1^) were recorded (Berzina‐Cimdina and Borodajenko 2012). Spectra were processed, and images were generated using ISys Chemical Imaging Analysis software v. 5.0.0.14 (Malvern Panalytical Ltd). To remove noise, spectra underwent a baseline subtraction, followed by normalization and spectral subtraction of the 1736 cm^−1^ peak, which results from the cryotape used to mount calcified sections. Reported spectra and images reflect these corrections. Plotted data reflect all mineralized discs in the Ca8–Ca10 region from Control (*n* = 12) and K_3_Citrate (*n* = 5) mice.

### 4.7 Spinal Tissue Processing and Histology

After μCT was completed, Ca6–Ca8 motion segments (*n* = 7 mice/treatment) underwent 21 days of decalcification in 20% EDTA at 4°C, followed by paraffin embedding. Coronal sections of 7 μm were generated, and histoclear deparaffinization followed by graded ethanol rehydration preceded all staining protocols. Safranin O/Fast Green/Hematoxylin staining was conducted and visualized using 5×/0.15 N‐Achroplan and 20×/0.5 EC Plan‐Neofluar (Carl Zeiss) objectives on an AxioImager 2 microscope and Zen2 software (Carl Zeiss Microscopy). This staining was used to evaluate disc structure, and four blinded graders scored NP and AF compartments using Modified Thompson Grading (Choi et al. 2018; Thompson et al. 1990). Picrosirius red staining was conducted and imaged in the bright field and under polarized light using 4× Pol/WD 7.0 objectives on an Eclipse LV100 POL microscope (Nikon). NIS Elements Viewer software (Nikon) was then used to evaluate the areas of the disc occupied by green, yellow, or red pixels.

Alizarin red staining was conducted according to a standardized protocol on calcified sections. Slides were washed with distilled H_2_O to remove OCT. Following two washes, tissue sections were incubated with 2% (w/v) Alizarin Red (pH 4.1–4.3) for 2 min at room temperature. Alizarin Red solution was then removed, followed by one PBS wash and two acetone washes.

For all immunohistochemical stains, antibody‐specific antigen retrieval was conducted by way of incubation in either chondroitinase ABC for 30 min at 37°C, proteinase K for 8 min at room temperature, or hot citrate solution for 50 min. Sections were then blocked in 5%–10% normal serum in PBS‐T (0.4% Triton X‐100 in PBS) and incubated overnight with primary antibodies detailed in Table S2.1. Tissue sections were washed with PBS‐T and incubated in the dark with the appropriate Alexa Fluor −594 or −647 conjugated secondary antibody (1:700; Jackson ImmunoResearch Laboratories Inc.) for 1 h at room temperature. All stained sections were washed with PBS‐T and mounted with ProLong Diamond Antifade Mountant with DAPI (Fisher Scientific, P36971). Stains were visualized with an AxioImager 2 (Carl Zeiss Microscopy), using 5×/0.15 N‐Achroplan and 20×/0.5 EC Plan‐Neofluar objectives, an X‐Cite 120Q Excitation Light Source (Excelitas Technologies), AxioCam MRm camera (Carl Zeiss Microscopy), and Zen2 software (Carl Zeiss Microscopy). Exposure settings remained constant across treatments for each stain (*n* = 7 mice/treatment/stain, 2 discs/mouse, and 14 discs/treatment/stain).

### 4.8 Knee Histology and Histomorphometry Analysis

Hindlimbs were fixed and scanned for μCT according to the previously described methods (Collins et al. 2023). 3D reconstructions were evaluated to count the calcification nodules present in each joint (Rai et al. 2015). Tissues were then decalcified in 20% EDTA at 4°C for 21 days, followed by paraffin embedding. Tissue sections were cut at 5 mm in the coronal plane and stained with hematoxylin and eosin (H&E) or toluidine blue and OA severity was analyzed by Articular Cartilage Structure (ACS), toluidine blue, osteophyte, and synovial hyperplasia scoring (Rowe et al. 2017; Collins et al. 2023). Histomorphometric analysis of articular cartilage thickness and area, calcified cartilage thickness and area, and subchondral bone thickness and area were analyzed according to previous documentation (Collins et al. 2023).

### 4.9 RNA Collection and Isolation

Caudal NP tissues from control and K_3_Citrate cohorts (*n* = 4 mice/cohort) were micro‐dissected and immediately placed in RNAlater Reagent (Invitrogen, Carlsbad, CA). Tissues were stored at −80°C until RNA was extracted from the lysates using the RNeasy Mini kit (Qiagen).

### 4.10 RNA‐Sequencing and Bioinformatic Analysis

Libraries for whole transcriptome RNA sequencing were prepared using the Stranded Total RNAseq with Ribo‐zero Plus kit (Illumina, San Diego, CA) as per manufacturer's instructions starting with an input of 50 ng of RNA and 14 cycles of final PCR amplification. Library size was assessed using the 4200 TapeStation and the DNA D5000 ScreenTape assay (Agilent, Santa Clara, CA). Library concentration was determined using the Qubit Fluorometer 2.0 (ThermoFisher Scientific, Waltham, MA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). Sequencing was conducted using GENEWIZ NGS Services from Azenta Life Sciences (South Plainfield, NJ, USA). Libraries were multiplexed and clustered onto a flow cell. After clustering, the flow cell was loaded onto the NovaSeq 6000 or equivalent instrument according to manufacturer's instructions. The samples were sequenced using a Paired‐End (PE) 100 × 10 × 10 × 10 × 100 configuration and 1% PhiX spike‐in. Raw sequence data (.bcl files) generated from Illumina NovaSeq was converted into FASTQ files and de‐multiplexed using Illumina bcl2fastq 2.20 software. One mismatch was allowed for index sequence identification. Sequence reads were aligned to the mm10 genome build using STAR 2.7.11b, and counts were retrieved with quantMode. RNA‐seq raw counts and TPM are detailed in Tables S1.1–S1.3. Data are deposited in the NCBI GEO database under the accession ID GSE270561.

DEGs were analyzed using the GTAC‐CompBio Analysis Tool (PercayAI Inc., St. Louis, MO). CompBio performs a literature analysis to identify relevant biological processes and pathways represented by the input differentially expressed entities, in this case, DEGs (Tsingas et al. 2020; Madhu et al. 2023). Conditional probability analysis is utilized to compute the statistical enrichment of biological concepts (processes/pathways) over those that occur by random sampling. Related concepts built from the list of differentially expressed entities are further clustered into higher‐level themes (e.g., biological pathways/processes, cell types, and structures). Within CompBio, scoring of entity (DEG), concept, and overall theme enrichment is accomplished using a multi‐component function referred to as the Normalized Enrichment Score (NES). Compbio outputs resulting from downregulated and upregulated DEG analysis are detailed in Tables S1.4 and S1.5.

### 4.11 Digital Image Analysis

All immunohistochemical quantification was conducted in greyscale using the Fiji package of ImageJ (Schindelin et al. 2012). Images were thresholded to create binary images, and NP, AF, and subchondral bone regions were manually defined using the Freehand Tool. These defined regions of interest were then analyzed either using the Area Fraction measurement or Analyze Particles (TUNEL and cell number quantification) functions.

### 4.12 ATDC5 Cell Culture

Chondrogenic ATDC5 mouse cells were cultured and differentiated according to the protocol established by Newton et al. (Newton et al. 2012). Briefly, cells were cultured in a differentiation medium comprised of DMEM/F‐12 with GlutamAX I (Gibco, 10565018), 5% FBS, 1% Insulin‐Transferrin‐Selenium‐Sodium Pyruvate (ITS‐A) (Gibco, 51300044), and 2% Penicillin–Streptomycin (Corning, 30001CI) at a density of 4000 cells/cm^2^ in multi‐well plates. Media was changed every 2–3 days, and after 6 days, when the cells reached confluency, treatment‐specific media supplementation began. CT cells continued in the previously described differentiation medium. Diff. CT were supplemented with 10 mM β‐Glycerophosphate (Sigma–Aldrich, G9422) and 50 μg/mL l‐ascorbate‐2‐phosphate. Diff. + 0.25 and Diff + 0.50 treatment groups received 0.25 and 0.50 mM K_3_Citrate (Sigma–Aldrich, C3029), respectively. The cultures were continued until day 7, 10, 14, or 21, depending on the subsequent experiment.

### 4.13 In Vitro Alizarin Red Staining and Quantification

Alizarin red staining was conducted according to a standardized protocol. Cells were rinsed with PBS and fixed with 4% PFA for 1 h at room temperature. Cells were then washed with PFA, incubated with 2% (w/v) Alizarin Red (pH 4.1–4.3) for 1 h at room temperature on a gentle rocker, and washed with water. To quantify the stain, 10% acetic acid was added to each well of the culture plate and incubated for 30 min, with shaking. The resulting solutions were scraped from the culture plates, transferred to microfuge tubes, vortexed, and heated at 85°C for 10 min. Hot tubes were then placed in ice for 5 min, and the slurry was centrifuged at 20,000 rcf for 15 min. The supernatant was then brought to pH 4.1–4.5 with 10 mM sodium hydroxide, and the optical density of the resulting solution was read for each sample.

### 4.14 ATDC5 RNA Isolation and qRT‐PCR

RNA was extracted from ATDC5 cells according to manufacturer's protocol, using an RNeasy Mini kit (Qiagen, 74104), and this RNA was converted to cDNA using EcoDryTM Premix (Clontech Laboratories, 639548). Template cDNA and gene‐specific primers were combined with SYBR Green master mix (Applied Biosystems, A25742) and mRNA expression was quantified using the QuantStudio 3 System (Applied Biosystems). Gene expression was normalized to Hprt. Primers were synthesized by Integrated DNA Technologies and are listed in Table S2.2.

### 4.15 Seahorse Metabolic Analyses

Three assays were conducted using a Seahorse SF Analyzer (Agilent): glycolytic capacity, ATP production, and MitoStress. For all assays, ATDC5 cells were plated in a 24‐well Seahorse XF24 V7 PS microplate (Agilent, 100777‐004) and cultured according to the methods described under *ATDC5 Cell Culture* for Diff CT, Diff. + 0.25, and Diff. + 0.50 conditions until either 7 or 14 days. On the day of the assay, media was removed from the cells, and they were washed 3 times with 500 μL of Krebs Ringer Phosphate HEPES (KRPH) and incubated at 37°C for 1 h without CO_2_; for the MitoStress test, cells were incubated in the KPRH buffer plus their relevant substrates (5 mM glucose, 5 mM glucose + 0.25 mM K3Citrate, or 5 mM glucose + 0.50 mM K_3_Citrate:: Diff. CT, Diff. + 0.25, and Diff. + 0.50). The output for all Seahorse assays were OCR and ECAR. To evaluate glycolytic capacity, the methodology detailed by Mookerjee et al. was used (Mookerjee, Nicholls, and Brand 2016). Injections throughout the assay were as follows: (1) Substrate (5 mM glucose, 5 mM glucose + 0.25 mM K3Citrate, or 5 mM glucose + 0.50 mM K_3_Citrate:: Diff. CT, Diff. + 0.25, and Diff. + 0.50), (2) 1 μM Rotenone and 1 μM Myxothiozol (for all treatment groups), and (3) 200 μM Monensin and 1 μM FCCP (for all treatment groups). Glycolytic and oxidative ATP production were measured and calculated according to the methodology developed by Mookerjee et al. (Mookerjee et al. 2017). Injections throughout the assay were as follows: (1) Substrate (5 mM glucose, 5 mM glucose + 0.25 mM K_3_Citrate, or 5 mM glucose + 0.50 mM K_3_Citrate:: Diff. CT, Diff. + 0.25, and Diff. + 0.50), (2) 2 μg Oligomycin, and (3) 1 μM Rotenone and 1 μM Myxothiozol. The MitoStress test was conducted according to manufacturer's specifications (Agilent Technologies 2019). Injections throughout the assay were as follows: (1) 2 μg Oligomycin, (2) 1 μM FCCP, and (3) 1 μM Rotenone and 1 μM Myxothiozol. The rates of oxygen consumption and extracellular acidification were normalized to the protein content of the appropriate well for all assays.

### 4.16 Statistical Analyses

Statistical analysis was performed using Prism 10 (GraphPad, La Jolla, CA, USA) with data presented as mean ± standard deviation (SD), *p* < 0.05. For all analyses, data distribution was checked with the Shapiro–Wilk normality test. For 2‐group comparisons, a Student's test was applied to normally distributed data, and a Mann–Whitney test was applied to non‐normally distributed data. Data with more than 2 groups were evaluated with an ordinary one‐way ANOVA (normal) or Kruskal–Wallis (non‐normal) test with a Tukey or Dunn's post hoc analysis, respectively. Distribution data were compared using a *χ* ^2^ test.

## Author Contributions

O.K.O., J.A.C., K.W., and M.V.R. designed the project. O.K.O., J.J.M., B.N.K., A.S., J.A.C., Q.W., M.A.C., and F.N. performed all experiments and analyzed data. O.K.O., J.A.C., K.W., and M.V.R. wrote and edited the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Figure S1.
Figure S2.
Figure S3.
Figure S4.
Figure S5.
Figure S6.
Figure S7.
Figure S8.
Figure S9.

Appendix S1.

Appendix S2.

## Data Availability

The RNA‐sequencing dataset generated in this study is publicly available in the NCBI GEO database under the accession ID GSE270561.

How the deposited data were processed for this re-analysis (not part of the article)

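Bulk RNA-seq of caudal NP tissue from 23-month-old LG/J mice was analysed, with 4 control mice and 4 mice given 80 mM K_3_Citrate in drinking water from 17 months of age. The libraries were stranded, depleted of ribosomal RNA and sequenced as paired ends. The authors demultiplexed the reads, aligned them to mm10 with STAR, and deposited counts per gene from STAR without normalization. The authors also deposited a table of TPM, with 1 line per gene symbol, and the paper's text does not say which gene lengths were used. In the TPM table, 27773 of the 32285 symbols of the count table were found as written, and 30316 after undoing the rewriting of symbols that begin with a digit or hold a hyphen.

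Each column of both tables was assigned to a mouse by the sample title that heads it. The sex field and the letter at the end of the title differ for control mice 3 and 4. The replicate numbers come from the sample labels, and mice of the same number in the control and K_3_Citrate cohorts are different animals. The numbering in the paper's Supplementary Table 1.1 is another one, and was used only for an added alternative.

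Total counts per mouse were 41907110, 37240372, 37153534, and 42286020 in control mice 1 to 4, and 32259327, 50430939, 37214006, and 32275880 in K_3_Citrate mice 1 to 4. The 10 most abundant genes took between 8.25% and 11.0% of the counts. PCR duplicates cannot be recognized in counts, so that the smallest detectable CPM at 3 counts covers counting error alone.

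The main analysis used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter filterByExpr, and the quasi-likelihood test with its default settings, without a covariate. Genes were called at the paper's thresholds of an unadjusted p under 0.05 and a fold change over 2, and counted separately at a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were derived from the F statistic. CPM are given after TMM normalization, and log2 CPM with a prior count of 2. The test was tested on simulated counts with the means, library sizes and dispersions of these libraries, where it recovered 147 of 193 genes changed 4-fold (76.2%) and called 7 unchanged genes at an adjusted p under 0.05. With no gene changed, it called 0 of 15551 genes at an adjusted p under 0.05 and 217 at the paper's thresholds. The changed genes were drawn at random, and counts were simulated independently between genes, without a mouse that deviates in many genes at once.

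Gene sets were lists of marker genes, and collagen genes were taken by symbol. The score of a set in a mouse is the mean log2 CPM of its genes that were tested, and differences between cohorts were tested by a two-sided exact permutation test over the 70 assignments of the mice, computed with numpy 2.4.6 and adjusted over 14 sets. With the replicate number as a block, signs were flipped within the 4 numbers, giving 16 assignments. Collagen genes among the genes called lower were compared with all other genes tested by Fisher's exact test in scipy 1.17.1. Gene positions are those of GRCm38. The genes named in the text are those the paper names for the NP RNA-seq, the genes of the sets, *Xist* and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d*, and *Uty*, and, by the same rule, genes with an adjusted p under 0.05, of which there were 0 (610 genes had an unadjusted p under 0.05). *Col5a2*, *Sez6l*, and a group of early response genes were added after their values were seen. Some genes covered by this rule are not reported here.

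The gene sets, the main analysis and the alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, other normalization factors, other filters on low counts, edgeR's likelihood ratio and exact tests, robust dispersions, limma 3.58.1 with voom on the counts and with a trend on log2(TPM + 1) and log2(TPM + 0.1), sex as a covariate, the replicate number as a block, and leaving out each mouse. A quasi-likelihood test with adjusted deviances and a block by the numbering of Supplementary Table 1.1 were added after the values were seen. The test with adjusted deviances had been run first by mistake in place of the main analysis. The literature-based thematic enrichment of the paper was not repeated, since it needs the authors' commercial tool. The paper's imaging, histology, spectroscopy and cell culture experiments were not analysed here.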

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

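All tests of explanations in this part were chosen only after the results were seen. A mouse was singled out when its gap to the nearest other mouse of its cohort, divided by the cohort's range, was above Dixon's critical value for 4 values. This was applied to 118 cohorts of values, 88 of them of genes followed in the text and the others scores and totals. Of these, 23 were singled out, where chance gives 5.9 if values are normally distributed. CPM need not be so distributed, so that the excess over 5.9 can come from the scale. All 23 were genes on the CPM scale. On the log2 scale, which was examined first, 1 of the 88 was, and the change to CPM was made after the result on the log2 scale was seen, since CPM is the scale on which genes are reported. The genes share mice, so that the 23 are not independent.

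Control mouse 3 was the highest control in 13 of these genes. The gap took a share of the range of 0.975 for *Mmp13*, 0.895 for *Col10a1*, 0.876 for *S1pr1*, 0.847 for *Smpd3*, 0.946 for *Robo2*, 0.868 for *Cdh11*, 0.940 for *Acp5*, 0.961 for *Ibsp*, 0.976 for *Tnc*, 0.880 for *Adam12*, 0.938 for *Alpl*, 0.840 for *Col5a2*, and 0.860 for *Runx2*. In *Col18a1*, control mouse 2 was apart with a share of 0.850, and no explanation was tested for it.

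Several explanations were tested for the bone cell genes of control mouse 3. Its total of 37153534 counts was the lowest of the control mice, but lay within the range of the K_3_Citrate mice. The 8 bone cell markers exceeded those of the other controls by 3.16 on the log2 scale, and by 3.16 when each was set against genes of like GC content and length. Control mouse 3 was the only control with a title that marks a female, and the highest bone cell score of the K_3_Citrate mice with such titles was 2.79, against 5.88 in control mouse 3. Since these other mice were all treated, sex cannot be excluded. Osteoclast markers were raised in control mouse 3 as well, by 2.89 on the log2 scale over the other controls. Bone caught in the dissection could give this, and so could bone formed inside a calcified disc, and these were not told apart. With 1 count over the Y-linked genes, the mouse is as its title says and unlike its sex field. This bears on the sex field and not on the cohort, so it does not account for the bone cell genes, and an exchange of samples between the cohorts was not tested. The pattern therefore cannot be told apart from bone tissue in the sample or from sex, and an exchange between the cohorts remains open.

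K_3_Citrate mouse 3 was apart in 6 genes, with a share of 0.940 for *Smpd3*, 0.948 for *Ifitm6*, 0.887 for *S100a9*, 0.980 for *Cstdc5*, 0.888 for *S100a8*, and 0.871 for *Ngp*. Its total of 37214006 counts lay within the range of the other mice. The 14 neutrophil markers exceeded those of the other K_3_Citrate mice by 5.99 on the log2 scale, and by 5.96 against genes of like GC content and length. Its erythroid score was above the mean of the other K_3_Citrate mice by 3.04, but the score of 2.62 was close to 2.40 in control mouse 3 and 2.05 in K_3_Citrate mouse 4, so that erythroid signal was not particular to this mouse. These are the 3 mice with titles that mark a female, and each of the others had an erythroid score of at most 0.47 and a neutrophil score of at most 1.99, so that a comparison of blood signal between mice is confounded with sex. Blood or marrow in the sample, or bleeding inside the disc, may still contribute. With sex from the titles as a covariate, the difference between the cohorts in the neutrophil score was -0.58 in place of 0.50. This covariate bears on the difference between the cohorts. The other mice with titles that mark a female had neutrophil scores of 3.35 and 3.21, against 6.52 in K_3_Citrate mouse 3, so that sex alone does not set this mouse apart from them. The pattern cannot be told apart from blood or marrow in the sample, nor a part of it from sex.

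K_3_Citrate mouse 2 was apart in *Nr4a2*, with a share of 0.883, in *Cdkn1a*, with a share of 0.887, and in *Runx2*, with a share of 0.908. No explanation was tested for these genes.

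*Xist*, which the paper's text does not mention, had 493 CPM in K_3_Citrate mouse 2, whose title and sex field both mark a male. The other male mice by title had at most 0.942 CPM. K_3_Citrate mouse 2 had 10059 counts over 4 Y-linked genes, so that an exchange with a female sample does not account for its *Xist*. If RNA of another sequenced mouse had brought the *Xist* reads, *S100a9* would have been at least 1.83 CPM, but it was 0.240 CPM. RNA of a female mouse that was not sequenced would lower the Y-linked genes by its share, which the *Xist* level puts between 8.59% and 11.1%. The Y-linked CPM were at 74.2% of the mean of the other male mice, which ranged from 97.9% to 105.5%. The fall is larger than that share, so RNA with *Xist* at the level of the sequenced female mice does not account for both values. The *Xist* level of a mouse that was not sequenced is not known, and this explanation was neither excluded nor shown. No biological explanation was tested.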

How the results depend on the processing

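Tests of other splits of the mice, and the block by the numbering of Supplementary Table 1.1, were chosen only after the results were seen. Of the 8 splits of the mice into 4 and 4 that part all same-numbered pairs, the real one included, 6 gave at least as many genes at the paper's thresholds as the real one, and 8 gave at least as many genes with an adjusted p under 0.05, which a count of 0 makes certain (610 genes had an unadjusted p under 0.05). At least as many collagen genes on one side as in the real split were called in 3 of the 8. Of all 35 splits, the real one again included, 26, 35 and 10 did; most of these part fewer pairs. With 8 splits a share under 0.05 cannot be reached.

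The number of genes at the paper's thresholds, 134 with 32 higher and 102 lower, was 255 with DESeq2 (86 higher, 169 lower), 411 without a filter (153, 258), 79 with at least 10 counts in every sample (21, 58), 33 with limma on log2(TPM + 1) (10, 23), 85 on log2(TPM + 0.1) (58 lower), 35 on log2(TPM + 1) without a filter (10, 25), and 233 with sex from the titles (207 lower). The number higher was 65 with edgeR's likelihood ratio test and 56 with its exact test. The counts ranged from 119 to 198, from 25 to 101 higher and from 78 to 159 lower across the 8 fits that each left out one mouse. With the replicate block there were 21 higher genes of 95, and 13 with the numbering of Supplementary Table 1.1, chosen after the values were seen, in which mice of the same number had a correlation of -0.0227. The cause of these changes was not tested.

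An adjusted p under 0.05 was reached by 2 genes with DESeq2, *Sez6l* and *Col12a1*, by 1 with the likelihood ratio test and by 1 with the exact test, *Sez6l* in both, and by 0 in every fit that left out one mouse.

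The overlap with the paper's DEGs, 119, was 68 with at least 10 counts in every sample, 71 with limma-voom, 24, 50 and 21 on log2(TPM + 1), log2(TPM + 0.1) and log2(TPM + 1) without a filter, 76 with the sex field and 72 with the replicate block. It ranged from 76 to 114 with one mouse left out. The likelihood ratio test gave the most, 170.

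The odds ratio of collagen genes, 36.1, ranged from 17.8 to 48.9 with one mouse left out. At an adjusted p under 0.05 there were 0 genes, so no odds ratio could be computed.

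Limma's camera compares the genes of a set with the other genes tested. Its adjusted p were 5.31e-07 for collagens, 0.00235 for chondrogenic markers, 0.00300 for bone cell markers, and 0.0284 for osteoclast markers. They were 0.00303 for nervous tissue genes and for keratinocyte markers, 0.00494 for muscle markers, and 0.00543 for circadian genes. NP markers changed direction (0.765). Across the sets camera's adjusted p lay between 5.31e-07 and 0.963. Camera was run with its preset correlation between genes, so that genes moving together in 1 mouse can make its p too small. In the exact permutation test over mice on the main scores, p was at least 0.0571 for each of these sets. Under alternatives, the exact permutation p was 0.0286, the smallest possible, for collagens on log2(TPM + 1) (-0.60) and with at least 10 counts (-0.68). The same p was reached for nervous tissue genes by z-scores (-0.93), log2(TPM + 1) (-0.75) and log2(TPM + 0.1) (-1.40). It was also reached for keratinocyte markers with at least 10 counts (0.66), a score that held *Krt10* and *Krt2* alone.

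The neutrophil score difference, 0.50, was -0.40 with the sex field and -0.58 with sex from the titles, and ranged from -1.002 to 1.83 with one mouse left out. With at least 10 counts, macrophage markers (0.14) and senescence genes (0.0127) changed sign. NP markers were 0.0402 by z-scores and 0.00212 with sex from the titles, and ranged from -0.0999 to 0.0544 with one mouse left out. Erythroid markers were 0.0526 on log2(TPM + 1) and ranged from -0.85 to 0.82. The replicate block cannot move a score difference.

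Of 44 genes followed over 1070 values under alternatives, 25 values reversed, in 14 genes. *Ifitm6* was -0.28 with the sex field. *S100a9* was -0.91 with the sex field and -0.40 with sex from the titles. *S100a8* was -0.54 with limma-voom, -0.25 on log2(TPM + 0.1), -1.07 with the sex field and -0.80 with sex from the titles. *Ngp* was -0.0263 with limma-voom, -1.22 with the sex field and -0.70 with sex from the titles. *Sox9* was 0.0277 with sex from the titles, and *Runx2* 0.0706 with the sex field. With one mouse left out, the range was -2.73 to 0.22 for *Robo2*, -0.24 to 5.45 for *Cstdc5*, -0.13 to 0.19 for *Slc2a1*, -0.0574 to 0.25 for *Aldoc*, -0.47 to 0.0270 for *Acan*, -0.57 to 1.21 for *Cdkn1a*, -0.36 to 0.32 for *Runx2*, -0.56 to 0.39 for *Enpp2*, and -0.0266 to 0.26 for *Car3*. The other 30 genes kept their direction under each alternative that gave them a value. Low counts limit genes such as *Aadat*, at 0.0524 CPM in control mouse 2, where 3 counts are 0.0806 CPM.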

Differences from the paper's values

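The quasi-likelihood test with adjusted deviances and the block by the numbering of Supplementary Table 1.1 were chosen only after the results were seen.

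At its thresholds the paper reports 216 DEGs, and edgeR's quasi-likelihood test called 134. Of the alternatives set before the data were examined, DESeq2 (255), edgeR's likelihood ratio test (192) and exact test (174), sex from the titles as a covariate (233), and the fits without control mouse 1 (175), control mouse 3 (179), control mouse 4 (184), and K_3_Citrate mice 1 (185), 2 (198), 3 (169), and 4 (188) were within 1.5 times the paper's number, and the others were not. A quasi-likelihood test with adjusted deviances, kept as an alternative after seeing the values, gave 152, which is also within 1.5 times. This setting had been run first by mistake, and the main fit with 134 genes replaced it.

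The paper reports 86 upregulated DEGs, and 32 were called. DESeq2 gave 86, the likelihood ratio test 65, and the fits without control mouse 3, K_3_Citrate mouse 1, and K_3_Citrate mouse 2 gave 101, 78, and 81. The other alternatives set before the data were examined did not come within 1.5 times the paper's number. For the downregulated DEGs, the paper's 130 and the 102 found differed by less than that.

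In the paper's supplementary table, 3 genes have an FDR under 0.05, namely *Mmp13*, *Col1a2*, and *Col1a1*, each with the paper's FDR of 0.0243. With edgeR's quasi-likelihood test, 0 genes had an adjusted p under 0.05 (610 had an unadjusted p under 0.05), and the adjusted p of these 3 genes was 0.999. DESeq2, set before the data were examined, gave 2 genes, but these were *Sez6l* and *Col12a1*. No alternative brought an adjusted p of the 3 genes to the paper's value: over the alternatives the adjusted p was at least 0.213 for *Mmp13*, 0.136 for *Col1a2*, and 0.261 for *Col1a1*, and at most 1.00 for each. DESeq2 gave no p for *Mmp13*.

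The log2 fold changes of 29 named genes were compared with those in the paper's supplementary tables, and 0 differed by more than the standard error.

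The paper ranks *Mmp13*, *Col1a2*, and *Col1a1* first by significance. Here they were at places 61, 59, and 36 by p. Over the alternatives, the first place that each reached was 4 for *Mmp13* (edgeR's likelihood ratio test), 8 for *Col1a2* (the same test, and without control mouse 1), and 3 for *Col1a1* (without control mouse 1).

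The paper's text lists *Col5a1* among the strongest downregulated genes. Its log2 fold change was -0.21 (standard error 0.17), and *Col5a2*, which the paper's table of DEGs holds, had -3.03. Of the other genes named by the paper, *Col10a1*, *Nr4a2*, and *Robo2* are DEGs in the paper's table and were not called by the quasi-likelihood test. *Col10a1* was called by edgeR's likelihood ratio test, with sex from the titles, and without control mouse 4 or K_3_Citrate mouse 3. *Nr4a2* was called by DESeq2, with library sizes only, without a filter, by edgeR's likelihood ratio and exact tests, and without control mouse 2 or 4 or K_3_Citrate mouse 2. *Robo2* was called with sex from the titles.

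Among the sets, the paper's DEGs that were not called were the neutrophil genes *S100a8*, *Ngp*, *Camp*, *Ltf*, *Lcn2*, *Mmp8*, *Retnlg*, *Cd177*, *Cxcr2*, and *Csf3r*, the macrophage genes *C1qb* and *Mrc1*, and the circadian gene *Nfil3*. The likelihood ratio test called all of these except *Camp*, *Mmp8*, and *Mrc1*. *Camp* was called without K_3_Citrate mouse 2, *Mmp8* without control mouse 3, and *Mrc1* by DESeq2, with sex from the titles, with the replicate block, and without control mouse 1 or K_3_Citrate mouse 3. Other alternatives called some of them as well. These were edgeR's exact test (*S100a8*, *Lcn2*, *Retnlg*, *Cxcr2*, *C1qb*, and *Nfil3*), no filter (*Lcn2* and *Cxcr2*), DESeq2 (*Lcn2* and *C1qb*), and sex from the titles (*C1qb*). So did the fits without K_3_Citrate mouse 2 (*S100a8*, *Ngp*, *Ltf*, *Retnlg*, *Cd177*, *Cxcr2*, and *Csf3r*), K_3_Citrate mouse 1 (*S100a8*, *Lcn2*, and *Cxcr2*), K_3_Citrate mouse 4 (*Lcn2* and *Nfil3*), control mouse 3 (*Lcn2* and *Retnlg*), and control mouse 1 (*C1qb*). The block by the numbering of Supplementary Table 1.1, chosen after seeing the values, called *C1qb*.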

Other observations

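The observations in this part were made after the values were seen, and no explanation was tested for them.

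*Fos* had 3793 CPM in K_3_Citrate mouse 2 and between 12.9 and 524 CPM in the other mice. *Fosb*, *Egr1*, *Junb*, *Atf3*, and *Nr4a1* were also highest in that mouse, at 946, 2588, 596, 437, and 328 CPM. Control mice 1 and 3 had the next highest values, with 524 and 516 CPM of *Fos*.

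The first principal component of log2 CPM held 41.3% of the variance and the second 21.3%. K_3_Citrate mouse 2 lay at -85.4 and K_3_Citrate mouse 3 at 55.5 on the first, with the control mice between -40.6 and 36.9.

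Xist and Y-linked genes followed the letter at the end of the sample titles for all 8 mice, apart from the *Xist* of K_3_Citrate mouse 2, and went against the sex field for control mice 3 and 4.

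The scores of further sets differed by 0.81 for skeletal muscle markers (two-sided exact permutation test, p = 0.343), 0.88 for keratinocyte markers (exact permutation test, p = 0.0857), -0.09 for erythroid markers (exact permutation test, p = 0.886), and 0.26 for circadian genes (exact permutation test, p = 0.143). Of the 9 keratinocyte markers listed, 3 could be tested, namely *Krt1*, *Krt10*, and *Krt2*. *Krt5* and *Krt14* had at most 3 counts in any mouse, and *Lor* and *Flg* had 0, so this score is not evidence of skin in the samples. *Ciart*, a circadian gene, had 33.9 ± 8.72 CPM (SD, n = 4) in control and 72.2 ± 33.6 CPM (SD, n = 4) in K_3_Citrate mice.

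Of the paper's DEGs, 33 of the downregulated and 5 of the upregulated had values that did not overlap between the cohorts, where chance gives 2.86% of all genes. Without control mouse 3, 122 of the 130 downregulated DEGs kept their direction and 46 were called. Without K_3_Citrate mouse 3, 63 of the 86 upregulated DEGs kept their direction and 17 were called. Over the 8 fits that each left out one mouse, between 46 and 99 of the downregulated and between 10 and 44 of the upregulated DEGs were called, so that a loss of calls was not particular to these mice. A loss of direction was rarer: in each of the other fits all 130 downregulated DEGs kept their direction, and all 86 upregulated DEGs did except without K_3_Citrate mouse 2, where 79 did.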
